# Memory-Like Inflammatory Responses of Microglia to Rising Doses of LPS: Key Role of PI3Kγ

**DOI:** 10.3389/fimmu.2019.02492

**Published:** 2019-11-08

**Authors:** Trim Lajqi, Guang-Ping Lang, Fabienne Haas, David L. Williams, Hannes Hudalla, Michael Bauer, Marco Groth, Reinhard Wetzker, Reinhard Bauer

**Keywords:** microglia, PI3Kγ, LPS, β-glucan, training, tolerance, phagocytosis

## Abstract

Trained immunity and immune tolerance have been identified as long-term response patterns of the innate immune system. The causes of these opposing reactions remain elusive. Here, we report about differential inflammatory responses of microglial cells derived from neonatal mouse brain to increasing doses of the endotoxin LPS. Prolonged priming with ultra-low LPS doses provokes trained immunity, i.e., increased production of pro-inflammatory mediators in comparison to the unprimed control. In contrast, priming with high doses of LPS induces immune tolerance, implying decreased production of inflammatory mediators and pronounced release of anti-inflammatory cytokines. Investigation of the signaling processes and cell functions involved in these memory-like immune responses reveals the essential role of phosphoinositide 3-kinase γ (PI3Kγ), one of the phosphoinositide 3-kinase species highly expressed in innate immune cells. Together, our data suggest profound influence of preceding contacts with pathogens on the immune response of microglia. The impact of these interactions—trained immunity or immune tolerance—appears to be shaped by pathogen dose.

## Introduction

Innate immune cells act as first front line of the immune response to microbial pathogens. To this end, they exhibit an extraordinary sensitivity to recognize and respond on pathogen-associated molecular patterns (PAMPs). Endotoxins like bacterial lipopolysaccharides (LPS) have been shown to induce host responses to as few as 100 invading Gram-negative bacteria, corresponding to femtomoles of LPS (1–3). These highly sensitive reactions set off efficient elimination of the invading microorganisms.

Recent investigations move long-term adaptive responses of the innate immune system into focus. Specifically, it has been shown that innate immune cells acquire enhanced capability to respond to certain stimuli, a process termed trained immunity (4–6). Trained immunity is escorted by epigenetically fixed long-term reprogramming of intracellular signaling and metabolic pathways. In parallel, current mechanistic investigations reveal that the long-established tolerance response provoked by repeated LPS challenge is based on similar molecular mechanisms including changes in LPS signaling, epigenetic markers, and chromatin remodeling (7). The causes of these opposing long-term response patterns to PAMP-induced priming of innate immune cells remain obscure. Of note, various PAMPs have been assigned to induce either training (as β-glucan) or tolerance responses (as LPS) (8). Alternatively, dose-dependent priming responses have been depicted [reviewed in (9)]. The response patterns observed includes training effects of low doses and tolerance development at high doses of LPS.

Microglial cells mediate the innate immune response inside the central nervous system (CNS) (10). In addition, they fulfill supportive functions for maintenance of tissue homeostasis, tissue support, neuroplasticity, and neuroprotection on the basis of their sensitive response on detected alterations in their surveillant microenvironment (11). Infections or insults of brain tissue induce immediate inflammatory responses of affected microglial cells (12). The related microglial activation is accompanied by the secretion of cytokines, generation of reactive oxygen species (ROS), and phagocytic activities (13–16). Recent seminal reports revealed memory-like immune responses of microglia toward PAMPs. Based on *in vitro* studies, Schaafsma and coworkers discovered immune tolerance after priming of microglial cells with LPS. Mechanistic analysis revealed epigenetic modifications as essential mediators of the immune-suppressed phenotype (17). Another recent study disclosed that peripherally applied inflammatory stimuli induce acute immune training and tolerance in the brain and lead to differential epigenetic reprogramming of microglia (18).

Our present report extends and deepens the investigations of both related studies. Primary microglial cells from neonatal mice have been primed with a broad dose range of LPS, and inflammatory responses to a fixed dose of LPS were assayed after 6 days of culture. Whereas, immune tolerance was observed at high priming dose of LPS, our data reveal trained immunity in response to ultra-low priming doses of LPS. Mechanistic examination discloses the signaling protein PI3Kγ as an essential mediator of the trained immunity. The implications of dose-dependent priming effects for microglial functional patterns in the CNS will be discussed.

## Methods

### Animals

PI3Kγ knockout mice (PI3Kγ^−/−^) (19) and mice carrying a targeted mutation causing loss of lipid kinase activity (PI3Kγ^KD/KD^) (20) were on the C57BL/6J background for >10 generations. Age-matched C57BL/6 mice were used as controls (wild type). The animal procedures were performed according to the guidelines on the protection of animals used for scientific purposes. Experiments were approved by the Thuringian State Office for Food Safety and Consumer Protection. For breeding, animals were maintained at 12-h light and dark cycles with free access to food and water. To prepare cell culture of primary microglial cells for *in vitro* experiments, neonatal (P0–P3) wild type, PI3Kγ^−/−^, and PI3Kγ^KD/KD^ mice have been used.

### Isolation and Culture of Primary Microglial Cells

Newborn animals were sacrificed and brains were carefully removed and transferred in autoclaved PBS. After removal of the meninges and brain stem, the brains were minced and washed in dissection medium. Mixed cultures from newborn mice brains were prepared and microglial cells were enriched as described previously (21, 22). Microglial cultures were maintained in Dulbecco's Modified Eagle's Medium (SIGMA #06429, endotoxin tested) and 10% heat-inactivated fetal bovine serum (FBS, Sigma-Aldrich #F7524, endotoxin tested and sterile filtered) supplemented with 100 U/ml penicillin, 100 μg/ml streptomycin, and 2.5 μg/ml amphotericin B. After 14 days, adherent microglial cells were separated from astrocytes by adding PBS-EDTA solution and careful shaking. After harvesting, microglial cells were seeded in adherent well plates. Purity of microglia was in the range between 95 and 98%, as confirmed by Iba1 staining (data not shown).

### Microglial Cell Stimulation

In order to induce innate immune memory responses, microglial cells (75,000 cells/well) were seeded in a 12-well plate and treated according to the stimulation scheme depicted in Figure 1A. Cells were stimulated twice following a two-step procedure with an initial priming step using increasing doses of LPS (1 fg/ml to 100 ng/ml; *Escherichia coli* serotype 055:B5 obtained from Sigma-Aldrich, St. Louis, USA) or β-glucan (1 fg/ml to 1 μg/ml) for 24 h. Thereafter, cells were washed up and the medium was changed. A second medium change was performed on day 4. On day 6, microglial cells were restimulated with a fixed dose of LPS (100 ng/ml). In parallel, measurements were performed on unstimulated (US) cells as well as on unprimed (UP) cells (stimulation occurred solely on day 6 with a fixed dose of 100 ng/ml LPS).

**Figure 1:**
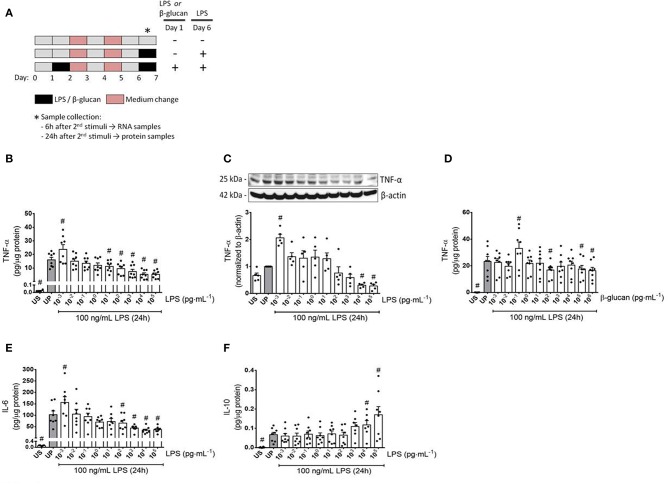
Cytokine responses of microglia primed with increasing doses of LPS and β-glucan. **(A)** Schematic view of the two-step approach to induce memory-like inflammatory responses. Primary microglial cells (75,000 cells/well) isolated from neonatal mice were seeded on day 0 and stimulated with increasing doses of LPS (1 fg/ml to 100 ng/ml) or β-glucan (1 fg/ml to 1 μg/ml) on day 1 for 24 h. On day 2, cells were washed up and followed by medium change on day 4. Thereafter, cells were left to rest and restimulated on day 6 with a fixed dose of LPS (100 ng/ml). Six h and 24 h after the second stimulation, samples have been collected and processed for further analysis. **(B–F)** Opposing inflammatory response of microglia after priming with increasing doses of LPS or β-glucan. Microglial cells were stimulated with increasing doses of LPS (**B,C**: 1 fg/ml to 100 ng/ml) or β-glucan (**D**: 1 fg/ml to 1 μg/ml) for 24 h and rechallenged on day 6 with a fixed dose of LPS (100 ng/ml). Supernatants and protein lysates have been collected 24 h after the second stimulus by LPS (100 ng/ml). Cytokine levels (**B,D**: TNF-α, *n* = 8; **E**: IL-6, *n* = 8; **F**: IL-10, *n* = 8) have been analyzed by ELISA (normalized to total protein concentration), whereas protein expression (C: TNF-α, *n* = 5) has been assayed by Western blotting and quantification (unprimed cells assigned as 1.0). Data are given as scatter dot plots, mean + SEM, ^#^*p* < 0.05, ^#^significant differences vs. unprimed condition (gray column). US, unstimulated; UP, unprimed.

### Antibodies

Monoclonal antibody against the catalytic subunit p110γ of PI3Kγ was produced in our laboratory (23). Other primary antibodies have been purchased from Cell Signaling (USA): tumor necrosis factor alpha (TNF-α) (#3707), phospho-NFκB p65 (S536) (#3033), phospho-Akt (Ser473) (#9271), Akt (#9272), phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) (#9106), p44/42 MAPK (ERK1/2) (#9107), MyD88 (#4283), and TLR4 (#14358).

Antibodies against inducible nitric oxide synthase (iNOS) was obtained from Abcam (UK, #ab3523) and against β-actin (#A2228 and #A5441) from Sigma-Aldrich (St. Louis, USA). Secondary HRP-coupled anti-rabbit and anti-mouse antibodies were purchased from KPL (Weden, Germany).

### SDS-PAGE Western Blotting

Cells were lysed using RIPA buffer containing 50 mM Tris–HCl, pH 8; 150 mM NaCl, 1% (v/v) NP-40, 0.5% (v/v) Na-deoxycholate, 0.1% (w/v) SDS, 100 mg/ml Pefa-Block, 1 mg/ml Pepstatin A, 10 mM sodium vanadate, and 1 mg/ml leupeptin. Samples were centrifuged (13,500 × *g* for 30 min at 4°C), and supernatants were mixed with 5×protein sample buffer (5% SDS, 33% glycerol, 25% β-mercaptoethanol, 83 mM Tris–HCl with pH to 6.8, and 0.1 mg/ml bromophenol blue) and heated for 5 min at 95°C. Protein samples were separated on 10% polyacrylamide gel, transferred to a 0.45-μm polyvinylidenfluoride (PVDF) membrane, and then immunoblotted with the above mentioned primary antibodies. Protein bands were detected by enhanced chemiluminescence reaction using LAS4000 camera (Fuji Photo Film Co., Tokyo, Japan). Quantification of the protein bands on the membrane was done using the FujiFilm Multi Gauge Ver. 3.0 software (Fuji Photo Film Co., Tokyo, Japan).

### Measurement of the Protein Concentration

Total protein concentration was determined using the Pierce™ 660 nm Protein Assay Kit (#22662) from Thermo Fisher Scientific (Massachusetts, USA). Ionic detergent compatibility reagent (IDCR) (#22663, Thermo Fischer Scientific) was used in order to increase the detergent compatibility and reduce interference. Absorbance was measured at 660 nm using a TECAN Infinite 200 Plate Reader (Tecan, Switzerland). Protein concentration has been calculated based on the values of the standard curve.

### Cytokine Measurement

Cytokine concentration in supernatants was measured using commercial enzyme-linked immunosorbent assay (ELISA) kits for TNF-α (#430902), IL-6 (#431302), and IL-10 (#431412) obtained from BioLegend (San Diego, CA). The absorbance was read at 450 nm with a second reference wavelength at 570 nm in VersaMax Microplate Reader (Molecular Devices, USA). Cytokine levels of TNF-α, IL-6, and IL-10 after the second stimulation were normalized against the protein concentrations of each sample and depicted as pg/μg of total protein.

### Gene Expression

Total RNA was extracted from microglial cells using QIAzol Lysis Reagent (#79306) purchased from Qiagen (Hilden, Germany). RNA concentration and quality were checked by using the Nanodrop ND-1000 machine (Peqlab, Erlangen, Germany). Complementary DNA (cDNA) was synthesized using RevertAid First Strand cDNA Synthesis kit (#K1612) from Thermo Fisher Scientific (Waltham, MA, USA). qPCR reaction was performed by using Realplex Mastercycler EpGradient S (Eppendorf AG, Germany). The following primer pairs were used: HIF-1α forward: CTCATCAGTTGCCACTTCC and HIF-1α reverse: TCATCTTCACTGTCTAGACCAC, MyD88 forward: TCCGGCAACTAGAACAGACAGACT and MyD88 reverse: GCGGCGACACCTTTTCTCAAT, TLR4 forward: ACCTGGCTGGTTTACACGTC and TLR4 reverse: CAGGCTGTTTGTTCCCAAAT, GAPDH forward: CATGGCCTTCCGTGTTTCCTA and GAPDH reverse: CCTGCTTCACCACCTTCTTGAT. GAPDH was used as housekeeping gene. Relative gene expression was calculated using the comparative C_T_ ($2_{\text{T}}^{-\Delta \Delta \text{C}}$) method (24).

### Measurement of ROS

ROS were measured using the H_2_DCFDA assay. The assay is based on the use of 2′,7′-dichlorodihydrofluorescein-diacetate (H2DCFDA; #D399, Thermo Fisher Scientific, Waltham, MA, USA), a membrane-permeable reduced form of fluorescein that reacts with ROS turning fluorescent. Therefore, microglial cells were seeded into white clear bottom 96-well plates (30,000 cells/well). After becoming adherent, cells were stimulated, as described above. For measurement, the medium was aspirated and 200 μl of H_2_DCFDA solution (stock 50 mM 1:1,000 in 10 mM HEPES/CaCl_2_) was added and cells were incubated for 20 min at 37°C. Thereafter, cells were carefully washed twice with a HEPES/CaCl_2_ solution. Measurement of intracellular ROS levels was performed at 485 nm excitation and 535 nm emission using a TECAN Infinite 200 Plate Reader (Tecan, Switzerland).

### *In vitro* Phagocytosis Assay

Phagocytic efficiency was investigated as described previously (25, 26). Microglial cells (75,000 cells/well) were seeded into cover slips in 12-well plates and prepared as described above. Fluorescein isothiocyanate (FITC)-labeled Zymosan A (*Saccharomyces cerevisiae*) Bio Particles (9,800 U/ml) (#Z2841, Thermo Fischer Scientific) were used to perform the phagocytosis assay. After 1 h incubation with Zymosan A at 37°C (5% CO_2_) cells were fixed with Formalin 5%, washed three times, and blocked with 10% NDS in PBS-Tween 0.1%. Cells were first incubated with Iba1 primary antibody (goat Iba1, #ab5076, Abcam) for 1 h at room temperature and thereafter washed with 1× PBS and incubated with secondary antibody (Alexa Fluor® 568 donkey anti goat IgG). Thereafter, cells were stained with DAPI solution for 10 min (1:1,000 in 1× PBS) and washed four times with PBS (1×). Cover slips were then mounted with Fluoromount-G (#0100-01, Southern Biotech) into microscope slides. Phagocytosed zymosan particles and cells of five independent visual fields were counted under a fluorescence microscope (Nikon Eclipse Ti, Nikon Instruments–Japan). The result of the phagocytosis was calculated by determining the phagocytic index as the uptake rate of FITC-Zymosan particles per cell.

### *In vivo* Phagocytosis Assay

Experiments were performed using adult (10–14 weeks) wild-type C57BL/6J, PI3Kγ^−/−^, and PI3Kγ^KD/KD^ mice (seven mice per group) kept at neutral ambient temperature (*T* = 30°C) during the whole experimental period. Mice were initially injected with either low-dose LPS (0.025 mg/kg, i.p.) or high-dose LPS (10 mg/kg, i.p.) for priming and 3 days later with 10 mg/kg, i.p. LPS. Administration of FITC-labeled Zymosan particles (9,800 U/ml) was performed 24 h after the second LPS injection as described previously (26). Mice were anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (16 mg/kg) and then positioned in a stereotaxic apparatus (Stoelting, Wood Dale, IL, USA). Mice were then placed on a homoeothermic heat blanket to maintain normal body temperature during surgery. The skull was exposed by a skin incision, and small burr holes were drilled through the skull. A micromanipulator cannula (diameter, 0.24 mm) attached on a Hamilton microsyringe (10 μl) was stereotaxically placed at the parietal cortex on both sides [stereotaxic coordinates were AP, −2.0 mm; L, ±0.5 mm; and V, −2.5 mm; (27)]. Subsequently, 4 μl of FITC-labeled Zymosan particles suspended in artificial cerebrospinal fluid were infused within 120 s. The cannula remained in place for 5 min before removal. Twenty-four hours later, mice were deeply anesthetized and perfused with 4% paraformaldehyde (PFA) in phosphate buffer by cardiac puncture via the left ventricle.

Brains were removed immediately after fixation and post-fixed for 5 h in 4% PFA at 4°C. After cryoprotection in PBS containing 30% sucrose, brains were frozen in methylbutane at −30°C and stored at −80°C. Whole brains were cut by coronal sections at 40 μm on a freezing microtome (Microm International GmbH, Thermo Scientific, Germany). The slices were immunostained with anti-Iba1 antibody to visualize microglia. A voxel with an edge length of 400 μm and an altitude of 40 μm was predefined as region of interest. Z-stack imaging was performed with a 20×objective using a digital fluorescence camera (Nikon DS-Qi2), mounted on the Nikon inverted research microscope Eclipse Ti (Nikon Instruments Europe B.V., Amstelveen, The Netherlands). Quantitative measurements (ImageJ software, National Institutes of Health, Bethesda, MD) blinded to the treatment groups were used to count the percentage number of Iba-1 positive cells per cubic millimeter containing Zymosan particles.

### Blood Plasma and Brain Tissue Cytokine Measurement

Cytokine concentration in supernatants of brain tissues and blood plasma collected 24 h after the second injection LPS was measured using commercial ELISA kits obtained from BioLegend (San Diego, CA). as mentioned previously. Blood samples were collected in heparin-coated tubes (1.5 ml) by the heparinized needles and centrifuged for 10 min at room temperature at 1,500 × *g*. The plasma supernatant was immediately taken and kept at −80°C until measurement. The brain tissue was harvested after rinsing with cold PBS, immediately put in ice cold methyl butane, and kept at −80°C until processing. The brain tissue was then powdered in homogenization buffer (50 mM Tris, 150 mM NaCl, 5 mM EDTA; pH to 8.0) containing phosphatase and protease inhibitors, and then centrifuged at 10,000 × *g* for 10 min at 4°C. The supernatant was stored at −80°C until the measurement. Cytokine production data were normalized to the protein concentrations of each sample.

### Analysis of Cell Viability by MTT Assay

Cells were seeded into a 96-well plate and incubated at 37°C (5% CO_2_) for 24 h. After attachment, primary microglial cells were treated according to the stimulation scheme depicted in Figure 1A. Twenty-four hours after the second stimulation by LPS, MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) solution was added to primed cells and incubated for 4 h at 37°C (5% CO_2_). In parallel, the same procedure was performed on US cells as well as on UP cells (stimulation occurred solely on day 6 with a fixed dose of 100 ng/ml LPS). Afterwards, the solubilization solution was added to each well and incubated overnight at 37°C (5% CO_2_) for 24 h. Absorbance was measured at 570 nm using a TECAN Infinite 200 Plate Reader (Tecan, Switzerland).

### Statistical Analysis

Data were presented as scatter dot plots, mean ± SEM. Comparisons between groups were made with one-way or two-way analysis of variance, if appropriate. *Post-hoc* comparisons were made with the Holm–Sidak test. Differences were considered significant, when *p* < 0.05. The SigmaPlot program for Windows Version 13.0 Build 13.0.0.83 (Systat Software GmbH, Erkrath, Germany) was applied for all statistical analyses.

## Results

### Priming Dose Triggers Trained Immunity and Tolerance Responses of Microglial Cells

To verify a possible dose dependency of microglia during evolvement of trained immunity and/or immune tolerance, a widespread panel of different LPS doses for priming was used (Figures 1, 2). Primed microglial cells showed a distinct biphasic dose-response pattern for the prototypical pro-inflammatory cytokines TNF-α and IL-6, exhibiting enhanced cytokine release after low-dose priming and markedly diminished cytokine measures when microglial cells have been primed with higher LPS dosages (Figures 1B,C,E, Supplementary Figure 7). The biphasic response patterns of microglia after priming with low and high doses of LPS considerably oppose the effects of LPS dosage on the cytokine production of UP microglial cells (Supplementary Figure 1).

**Figure 2:**
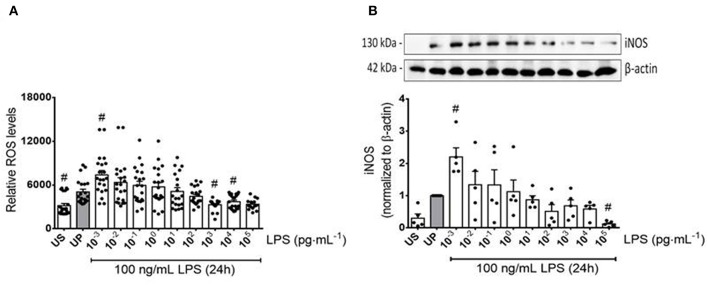
Reactive oxygen and nitrogen responses of microglia primed with increasing doses of LPS. Primary microglial cells were stimulated with increasing doses of LPS (1 fg/ml to 100 ng/ml) for 24 h and rechallenged on day 6 with a fixed dose of LPS (100 ng/ml). Supernatants and protein lysates were collected 24 h after the second stimulus by LPS. **(A)** ROS levels (*n* = 3, repeated measurements) were measured by the ROS 2′ ,7′-Dichlorodihydrofluorescein-diacetate assay. **(B)** iNOS (*n* = 5) were measured by Western blotting and quantification (unprimed cells assigned as 1.0). Data are given as scatter dot plots, mean + SEM, ^#^*p* < 0.05, ^#^significant differences vs. unprimed condition (gray column). US, unstimulated; UP, unprimed.

Both training and tolerance responses have also been found after initial priming with β-glucan and restimulation with LPS (Figure 1D). Notably, LPS doses causing training effects were considerably lower than training inducing doses of β-glucan (1 fg/ml vs. 100 fg/ml), presumably reflecting the lower threshold of LPS-induced priming in naïve neonatal microglial cells (Supplementary Figure 2). In contrast to the stimulatory effects of low doses of LPS or β-glucan on the release of the pro-inflammatory cytokines TNF-α and IL-6, the anti-inflammatory cytokine IL-10 did not exhibit any change at low doses but significantly increased after priming with high dosages of LPS.

To further examine the effects of LPS dosage on the immune memory responses of primed microglia, we investigated the production of ROS and the expression of inducible NO synthase (iNOS) as the key mediator of NO production in microglia. As shown in Figures 2A,B (see also Supplementary Figure 8), both mediators of inflammatory responses revealed training and tolerance reactions at identical LPS priming doses in relation to the pro-inflammatory cytokines TNF-α and IL-6. Next, we asked for candidate mediators involved in signaling effects of increasing LPS doses used for priming of microglia. Gene expression analysis of toll-like receptor 4 (TLR4), and myeloid differentiation primary response protein 88 (MyD88) revealed again biphasic dose-dependent response with upregulation/training after low-dose priming and a significant downregulation/tolerance effect after priming with high-dose LPS (Figures 3A,B). These findings were confirmed by quantification of protein expression (Supplementary Figures 3, 13, 14). PI3Kγ mutations were without relevant effects (Supplementary Figure 4). Similar priming effects of increasing doses of LPS have been observed for the hypoxia-inducible factor-1a (HIF-1α) gene expression (Figure 3C). A concordant activity change of the NFκB subunit p65 was observed, verified by corresponding phosphorylation states (Figure 3D, Supplementary Figure 9). Finally, low-dose LPS priming of microglial cells was shown to provoke an upregulation of the inflammatory mediator PI3Kγ compared to UP cells (Figure 3E, Supplementary Figure 10).

**Figure 3:**
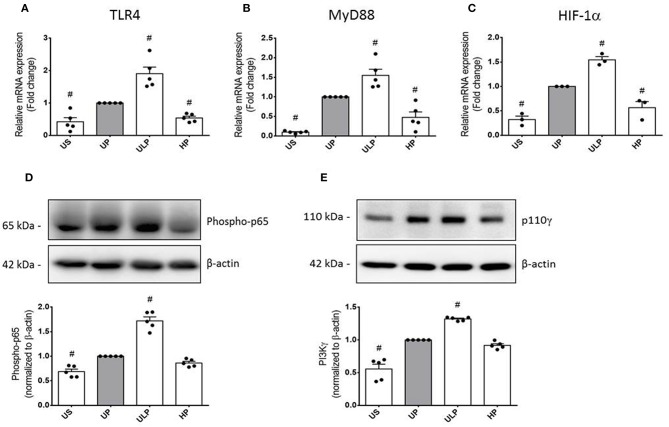
Modification of TLR4 expression and related intracellular signaling in primed microglia. Primary microglial cells were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/ml) and HP (high-dose, 100 ng/ml)]. RNA samples (6 h) and lysates (24 h) were collected after the second stimulus with LPS (100 ng/ml) and analyzed for **(A)** TLR4 expression (*n* = 5), **(B)** MyD88 expression (*n* = 5), and **(C)** HIF-1α expression (*n* = 3) by real-time PCR normalized to GAPDH representing relative values to unprimed state (assigned as 1.0). **(D)** Phospho-p65 (*n* = 5) and **(E)** PI3Kγ subunit p110γ (*n* = 5) protein expression were measured by Western blotting and quantified (unprimed cells assigned as 1.0). Data are shown as scatter dot plots, mean + SEM, ^#^*p* < 0.05, ^#^ significant differences vs. unprimed condition (gray column). US, unstimulated; UP, unprimed.

### Role of PI3Kγ in Immune Memory Responses of Microglia

The involvement of PI3Kγ in trained immunity and immune tolerance provoked by increasing LPS dosages has been further elaborated by comparative analysis of microglia isolated from wild-type mice, mice deficient in PI3Kγ expression (PI3Kγ^−/−^), and mice expressing a catalytically inactive mutant of PI3Kγ (PI3Kγ^KD/KD^).

Both genotypes of mice allow assignment of observed effects of increasing LPS doses on inflammatory responses of microglia to either lipid kinase function of PI3Kγ (23) or kinase-independent “scaffold” functions, such as PDE stimulation and cellular cAMP control (20, 28). The observed patterns of cytokine release revealed that the lipid kinase function of PI3Kγ appears to be responsible for the dose-dependent priming effects of LPS on microglial cells. Both PI3Kγ^−/−^ and PI3Kγ^KD/KD^ microglia revealed downregulation of pro-inflammatory cytokines after low-dose priming and a further reduction of the inflammatory response after high-dose priming (Figures 4A,B). Furthermore, increased production of IL-10 after high-dose LPS priming in wild-type microglia revealed dependency on enzymatic activity of PI3Kγ (Figure 4C). In line with these observations, activation of protein kinase B/Akt as the key downstream mediator of PI3Kγ lipid kinase activity disclosed the already described dose-dependent biphasic priming effects of LPS on microglial cells with enhanced Akt phosphorylation after low-dose priming. Both PI3Kγ mutants exhibited a suppressed Akt phosphorylation state (Figure 5A, Supplementary Figure 11). In addition, the biphasic effects of dose-dependent priming by LPS in wild-type microglial cells have also been observed for the mitogen-activated protein kinase (MAPK)-mediated pro-inflammatory pathway as shown by the phosphorylation states of the extracellular signal–regulated kinase (ERK) 1/2 (Figure 5B, Supplementary Figure 12). Consistently, both PI3Kγ mutant microglia exhibited a suppressed ERK1/2 phosphorylation state.

**Figure 4:**
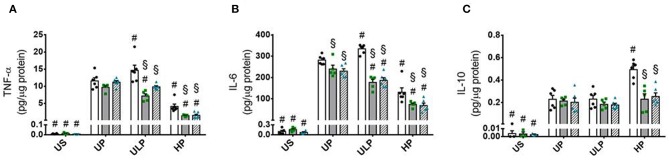
PI3Kγ mediates innate immune memory cytokine response of microglia. Primary microglial cells (wild-type •, open columns; PI3Kγ^−/−^ ■, dark gray columns; PI3Kγ^KD/KD^ ▴, hatched columns) were primed with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/ml) and HP (high-dose, 100 ng/ml)] and restimulated on day 6 with a fixed dose LPS (100 ng/ml). Supernatants were collected 24 h after the second stimulation by LPS and the cytokine levels for **(A)** TNF-α, **(B)** IL-6, and **(C)** IL-10 were assayed by ELISA (normalized to total protein concentration). Data are shown as scatter dot plots, mean + SEM, *n* = 6, ^#^*p* < 0.05, ^#^significant differences vs. unprimed condition (UP) and ^§^*p* < 0.05, ^§^significant differences vs. microglia derived from wild-type mice. US, unstimulated.

**Figure 5:**
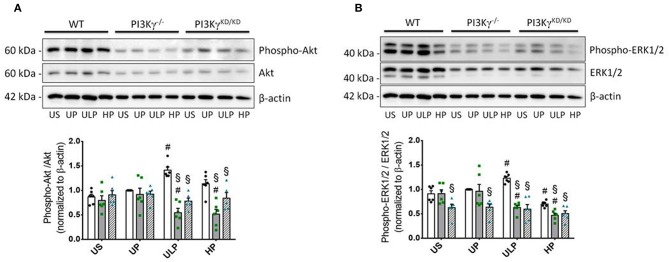
PI3Kγ mediates Akt and Erk signaling in primed microglia. Primary microglial cells (wild-type •, open columns; PI3Kγ^−/−^ ■, dark gray columns; PI3Kγ^KD/KD^ ▴, hatched columns) were primed with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/ml) and HP (high-dose, 100 ng/ml)] and restimulated on day 6 with a fixed dose LPS (100 ng/ml). Lysates were collected 24 h after the second stimulation by LPS and the protein expression of **(A)** phospho-Akt and **(B)** phospho-ERK1/2 were assayed by Western blotting and quantified (unprimed cells assigned as 1.0). Data were presented as scatter dot plots, mean + SEM, *n* = 6, ^#^*p* < 0.05, ^#^significant differences vs. unprimed condition (UP) and ^§^*p* < 0.05, ^§^significant differences vs. microglia derived from wild-type mice. US, unstimulated.

In mice, LPS priming exhibited dose-dependently systemic and cerebral inflammatory responses. Measurement of the pro-inflammatory cytokines TNF-α and IL-6 in blood revealed a remittent systemic inflammation response syndrome (SIRS) (Table 1) indicated by rather low cytokine concentrations with a distinct reduction in both PI3Kγ mutants for all cytokines under consideration. Furthermore, high-dose priming showed a tolerance effect for TNF-α in wild-type mice, whereas IL-10 was reduced after low-dose priming and increased after high-dose priming compared with single LPS administration. In contrast, SIRS induced a maintained inflammatory response in brain tissue with obvious priming effects: Whereas single LPS administration induced similar effects of pro- and anti-inflammatory cytokine concentrations under consideration in wild-type and both PI3Kγ mutant mice, wild-type mice exhibited a distinct elevation of pro-inflammatory cytokines TNF-α and IL-6 due to low-dose priming and increased IL-10 after high-dose priming, but these effects were missed in both PI3Kγ mutants (Table 1).

**Table 1:** Cytokine content in blood plasma and brain tissue.

	**Cytokines**		**Unprimed**	**Low-dose priming**	**High-dose priming**
**Blood plasma**					
	TNF-α (ng·g^−1^)	WT	7.8 (6.6; 9.2)	7.0 (6.9; 9.6)	4.3 (2.6; 4.4)^*^
		PI3Kγ^−/−^	2.6 (1.7; 3.0)^§^	1.3 (0.5; 4.2)^§^	1.7 (1.4; 2.0)^§^
		PI3Kγ^KD/KD^	1.7 (0.6; 2.4)^§^	0.8 (0.5; 1.0)^§^	0.8 (0.5; 1.2)^§^
	IL-6 (ng·g^−1^)	WT	19.4 (17.1; 20.2)	23.6 (21.7; 25.9)^*^	16.1 (13.3; 19.3)
		PI3Kγ^−/−^	9.5 (7.9; 12.1)^§^	4.9 (3.8; 7.9)^§^	8.4 (6.8; 10.9)^§^
		PI3Kγ^KD/KD^	11.6 (5.9; 13.3)^§^	5.5 (4.8; 7.3)^§^	3.3 (2.9; 7.5)^§^
	IL-10 (ng·g^−1^)	WT	7.0 (5.2; 9.0)	2.0 (1.8; 2.1)^*^	18.6 (17.8; 18.7)^*^
		PI3Kγ^−/−^	0.4 (0.0; 1.2)^§^	1.0 (0.5; 1.2)	0.0 (0.0; 0.8)^§^
		PI3Kγ^KD/KD^	0.0 (0.0; 0.7)^§^	n.d.	0.6 (0.0; 1.5)^§^
**Brain tissue**					
	TNF-α (ng·g^−1^)	WT	30.6 (26.2; 37.6)	59.2 (54.3; 67.6)^*^	31.3 (23.5; 34.1)
		PI3Kγ^−/−^	29.8 (20.1; 35.1)	25.5 (24.4; 27.0)^§^	36.5 (35.8; 40.9)
		PI3Kγ^KD/KD^	28.4 (25.3; 30.0)	26.0 (25.0; 29.7)^§^	28.6 (26.8; 30.0)
	IL-6 (ng·g^−1^)	WT	99.0 (79.8; 109.1)	122.7 (119.1; 128.3)^*^	74.9 (61.0; 78.3)^*^
		PI3Kγ^−/−^	78.4 (75.6; 86.0)	73.5 (68.0; 75.7)^§^	74.2 (65.6; 83.5)
		PI3Kγ^KD/KD^	89.7 (57.7; 95.7)	78.0 (71.9; 83.8)^§^	60.9 (55.3; 68.8)
	IL-10 (ng·g^−1^)	WT	214 (212; 218)	220 (209; 234)	318 (311; 325)^*^
		PI3Kγ^−/−^	176 (174; 229)	174 (158; 187)^§^	174 (173; 178)^§^
		PI3Kγ^KD/KD^	183 (133; 240)	172 (156; 183)	165 (162; 178)^§^

Values are given as medians as well as the first quartile and third quartile in parenthesis, p < 0.05, ^*^significant differences vs. “Unprimed” within the same genotype, ^§^significant differences vs. wild-type (WT) mice within the same condition.

To test whether priming induced immune memory influences microglial phagocytosis as a key macrophage function, we assessed microglial phagocytic activity in cell culture and *in vivo* experiments. The *in vitro* studies revealed that LPS treatment resulted in a significant increase in phagocytic activity in UP wild-type microglia (Figure 6B). UP microglia exhibit an inhibition of phagocytosis in PI3Kγ^−/−^ microglia as reported previously (15). Similar effects emerge after low-dose priming and subsequent LPS stimulation (Figure 6). Notably, high-dose priming induced an increased phagocytic activity in microglia derived from wild-type mice as well as when zymosan particles were administrated into the brain of wild-type mice. In contrast, both PI3Kγ mutant mice showed decreased phagocytosis of these particles at high LPS priming dose, indicating a key regulatory function of PI3Kγ lipid kinase activity under these conditions (Figures 6C,D).

**Figure 6:**
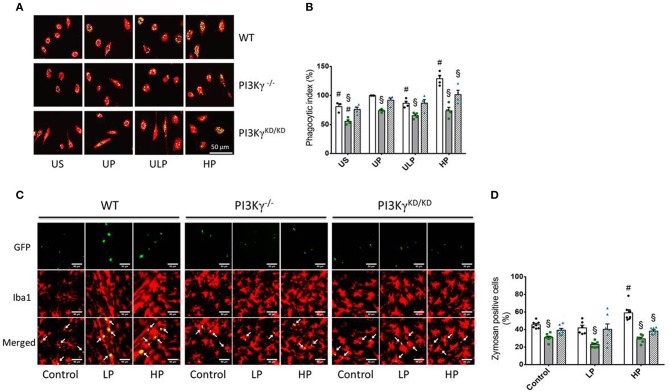
PI3Kg mediates phagocytic activity of microglial cells after priming with LPS in cell culture and mouse brain. **(A,B)** Primary microglial cells [wild-type (WT), •, open columns; PI3Kγ^−/−^ ■, dark gray columns; PI3Kγ^KD/KD^ ▴, hatched columns] were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/ml) and HP (high-dose, 100 ng/ml)] and restimulated on day 6 with a fixed dose LPS (100 ng/ml). Twenty-four hours later, cells were incubated with fluorescein isothiocyanate (FITC)-labeled Zymosan A for 1 h. Iba1 was used as a marker of primary microglial cells (red color). DAPI (blue) was used for staining the nucleus of the cells and GFP for labeling FITC-Zymosan particles. Quantification of *in vitro* phagocytosis **(B)** (*n* = 4) was performed as uptake rate of FITC-Zymosan particles per cell (phagocytic index). **(C)** Mice [wild-type (WT), •, open columns; PI3Kγ^−/−^ ■, dark gray columns; PI3Kγ^KD/KD^ ▴, hatched columns] were initially injected with either low-dose LPS (LP, 0.025 mg/kg, i.p.) or high-dose LPS (HP, 10 mg/kg, i.p.) for priming and 3 days later with a subsequent application of 10 mg/kg, i.p. LPS. Administration of FITC-labeled Zymosan particles (9,800 U/ml) was performed 24 h after the second LPS injection. Brains were harvested and processed 24 h later. Iba1 (microglial cells) and GFP (FITC-labeled Zymosan particles) were used as markers. Quantification of phagocytosis **(D)** was performed as percentage of Iba-1 positive cells per voxel mm^3^ containing Zymosan particles (*n* = 7). Data are shown as scatter dot plots, mean + SEM, ^#^*p* < 0.05, ^#^significant differences vs. unprimed condition (*in vitro*) or vs. controls (single injection with 10 mg/kg, i.p. LPS; *in vivo*); ^§^significant differences vs. microglia derived from wild-type mice or WT mice of the same treating group. US, unstimulated; UP, unprimed; LP, low primed.

## Discussion

The discovery of memory-like activities of the innate immune system attracts increasing interest in immunology, infection biology, and medicine. Both trained immunity and immune tolerance have been described as enduring response patterns of innate immune cells to PAMPs (29, 30). Initial studies of tolerance and training phenomena mostly addressed adaptive responses of peripheral immune cells. Intriguingly, it has been shown that innate monocytes and macrophages can be dynamically programmed into distinct states depending on the strength and duration of classical pattern recognition molecules like LPS (31). Increased expression of pro-inflammatory mediators was observed in monocytes primed with lower doses of LPS and suppressed expression in monocytes primed with higher doses of LPS (32, 33). Recent work also revealed immune memory for microglia, the brain-resident macrophages (17, 18). Treating primary microglia with an initial LPS challenge of 100 ng/ml for 24 h, Schaafsma et al. found a blunted pro-inflammatory response, i.e., tolerance development as the consequence of a subsequent LPS stimulation after a 6-days interval. Wendeln et al. used daily peritoneal treatment of mice with LPS (daily dose of 500 μg/kg bodyweight) for monitoring the cytokine response in the brain and observed effects of trained immunity a few hours after the second day of LPS challenge. In contrast, immune tolerance occurred after 4 days of LPS administration. These seminal contributions identified epigenetic modifications as causal contributors for long-term innate memory effects in the brain and as important modifiers of neuropathology. 

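RNA of BV-2 cells, an immortalised murine microglial cell line, was sequenced in the unprimed (UP), ULP and HP state after restimulation with LPS, with 3 libraries per state. Of the 23 genes of Supplementary Figure 6, which encode enzymes that methylate, demethylate or acetylate histones, 18 had a positive log2 fold change in ULP over UP cells (median 0.43) and 19 had one in HP over UP cells (median 0.57), against 11 and 12 with gene length corrected for (medians −0.01 and 0.11). This correction moved the median of all genes by −0.16 in ULP and −0.20 in HP cells, and relative to that median 14 and 14 of the 23 genes were positive (medians 0.16 and 0.30). With a replicate block and GC content corrected for, 19 and 21 were positive relative to all genes (medians 0.39 and 0.36). With GC content and length corrected for, a setting chosen after seeing the data, 18 and 19 were. Single genes ranged from −0.22 for Suv39h1, a methyltransferase of histone 3 lysine 9, to 2.68 for Clock, a circadian transcription factor with acetyltransferase activity, in ULP cells, and from −0.16 for Suv39h1 to 2.98 for Clock in HP cells. By RPKM, which lacks the library scaling used in the tests, all 3 primed libraries lay above all 3 UP libraries for 5 of the 23 genes in ULP and for 16 in HP cells, against 16.2% and 30.1% of all genes tested. The 16 include Kmt2b, Setd1b and Kdm5b, for which the HP and UP libraries overlapped with that scaling. The 5 include Prdm2, for which the ULP and UP libraries overlapped with it. Chance alone places the groups apart, in either direction, for 10% of genes.

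By edgeR's quasi-likelihood test, 0 of the 23 genes were higher and 0 were lower at an adjusted p under 0.05 in ULP cells (smallest adjusted p = 0.169) and likewise 0 and 0 in HP cells (smallest adjusted p = 0.0606). At an unadjusted p under 0.05 there were 9 genes in ULP and 11 in HP cells, all of them higher, DESeq2 called 5 and 9, and limma on log2 RPKM called 0 and 0. Of all 14702 genes tested, 3990 and 6020 had an unadjusted p under 0.05, and DESeq2 called 1048 and 3650. Adjusted over the 23 genes alone, 0 genes were higher in ULP and 9 in HP cells. In HP cells this count was 0 with a replicate block, with the block and length or GC content corrected for, with GC content and length corrected for, and without UP 5, UP 6, HP 4 or HP 5, it was 4 with length corrected for and it was 6 to 12 in the other settings with at most 1 library left out. In ULP cells it was 3 with only the 6 libraries compared, 4 with RLE size factors, 8 with DESeq2 and without a filter on low counts, 9 without ULP 4 and 6 without HP 6. The supplement calls the 23 genes selected, and the legend speaks of genes that regulate epigenetic marks. They may have been chosen on these same libraries, so that signs, counts and list tests over them are not independent support. Over the same 23 genes, the library ULP 4 had a median log2 difference of 0.15 and HP 6 one of 0.34 from the UP mean, while the other 4 primed libraries had 0.55 to 0.79 and the UP libraries −0.30 to 0.24. Without ULP replicate 4, 6 of the genes passed the test in ULP and 10 in HP cells, and without HP replicate 6, 10 passed in HP cells. With GC content and transcript length corrected for, a setting chosen after seeing the data, the median averaged over ULP and HP was 0.15 in place of 0.50, and 0.23 relative to the median of all genes.

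Beyond the figure, 74 further genes of histone and DNA modification were measured. The 15 lysine methyltransferases had a median log2 fold change of 0.40 in ULP and 0.38 in HP cells, and of 0.11 and 0.32 relative to all genes with gene length corrected for. The 18 histone demethylases had 0.14 and 0.10, which turned to −0.04 and −0.09 with that correction, and the 13 acetyltransferases had 0.15 and 0.04, which became 0.02 and −0.09. For the 15 histone deacetylases and sirtuins the medians were −0.16 and 0.02 (length corrected for, −0.24 and −0.13), and for the 13 genes of DNA methylation 0.12 and 0.05 (length corrected for, −0.03 and −0.02). Relative to all genes with a replicate block and GC content corrected for, the medians were 0.37 and 0.43 for the methyltransferases, 0.20 and 0.18 for the demethylases, 0.13 and 0.16 for the acetyltransferases, −0.0088 and 0.15 for the deacetylases and 0.24 and 0.26 for DNA methylation. With GC content and length corrected for, a setting chosen after seeing the data, they were 0.19 and 0.07, 0.02 and −0.01, 0.10 and 0.05, −0.08 and 0.02, and 0.18 and 0.26. None of the 74 genes passed edgeR's test in either state, with 22 in ULP and 26 in HP cells at an unadjusted p under 0.05, and limma called 0 and 0. Of all 14702 genes tested, 3990 and 6020 had such an unadjusted p. Of the 74 genes, DESeq2 called 11 higher in ULP cells, and 17 higher and 1 lower in HP cells, against 1048 and 3650 called among all genes tested. Adjusted over each list alone, 5 methyltransferases and 4 demethylases were higher in ULP cells, and 5 methyltransferases, 5 demethylases, 2 acetyltransferases and 1 deacetylase were higher in HP cells, and with a replicate block none of the 74 genes was. Adjusted over the 74 genes together, 0 were higher in ULP and 13 in HP cells (0 to 24 in each over the alternatives). Without ULP replicate 4, 17 genes were higher in ULP cells, and 18 were higher and 1 was lower in HP cells, and without HP replicate 6, 18 were higher and 4 lower in HP cells. The test of each list against all other genes (camera) gave adjusted p-values of 0.188 to 0.414 in ULP and 0.129 to 0.679 in HP cells.

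Over all 14702 genes tested, edgeR called 0 genes between ULP and UP cells, with 3990 at an unadjusted p under 0.05, 1048 called by DESeq2 and 0 by limma. Without ULP replicate 4 it called 2864. Between HP and UP cells, 13 genes were higher and 64 lower in HP cells, 77 in all (0 with a replicate block), whereas DESeq2 called 2505 higher and 1145 lower. At an unadjusted p under 0.05 there were 6020 by edgeR. The 77 became 0 without HP replicate 4, 6 without HP replicate 5, 5721 without HP replicate 6, 7 without UP replicate 4, 8 without UP replicate 5, 24 without UP replicate 6, 3868 without ULP replicate 4, 48 without ULP replicate 5 and 30 without ULP replicate 6.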

Despite indications of expression changes of genes regulating epigenetic modifications after LPS priming and subsequent restimulation (Supplementary Figure 6), from our point of view, both studies provoke two intriguing questions: (i) Are microglial cells indeed unable to express features of trained immunity under *in vitro* conditions? (ii) What are the causes for consecutive training and tolerance development shown in mice brain microglia?

Our data move the dosage of PAMPs and pathogens into the focus. As shown in Figure 1, extremely low doses of LPS express ability to induce sensitization, i.e., trained immunity of isolated microglial cells 1 week after the initial treatment. The training effect not only is restricted to classical pro-inflammatory cytokines like TNF-α and IL-6 but also involves key mediators of the inflammatory response like ROS, the expression of iNOS, and the expression of the PAMP receptor TLR-4 and its associated protein MyD88. Furthermore, p65 phosphorylation as a key element of the NFκB signaling pathway was shown to exhibit pronounced training response after microglial priming with femtomolar LPS concentrations. Sensitization of NFκB by priming with a lower LPS dosage and tolerance development by a higher LPS dose has been recently observed by single-cell analysis and assigned to a dose-sensing autoregulatory loop via IL-1R-associated kinase 1 (IRAK1) (34). Finally, under these conditions, increased expression of HIF-1α and PI3Kγ was induced; both of them are central mediators of inflammatory responses (19, 35, 36). Together, these data indicate robust pro-inflammatory overactivation by priming with ultra-low LPS dosage as a key characteristic of trained immunity in microglia.

Training responses of microglia primed with ultra-low LPS dose may raise the question of the physiological relevance of these experimental conditions. Previous studies revealed extraordinary potency of endotoxins like LPS mediating host responses of 100 invading Gram-negative bacteria, which corresponds to femtomoles of endotoxin (1, 2, 37). LPS is known to be a well-characterized PAMP found in the outer leaflet of the outer membrane of most of the Gram-negative bacteria. The structurally unique lipid A region of LPS is the principal determinant of this pro-inflammatory activity. Sensitive LPS-induced immune cell activation is normally mediated by plasma membrane bound receptor TLR4 (38, 39). Potent activation of TLR4 by LPS requires initial interactions of LPS-binding protein and CD14 with LPS-rich interfaces followed by extraction and transfer of individual LPS monomers first to CD14 (3, 40, 41). Activation of MD-2/TLR4 by LPS requires binding of an individual LPS molecule (LPS monomer) to MD-2/TLR4 (40) and dimerization of the LPS.MD-2.TLR4 ternary complex (42). Recent sophisticated studies disclosed that as few as 25 LPS molecules provoke oligomerization of TLR4 complexes per cell, which can trigger measurable pro-inflammatory responses (43). Consequently, priming effects of ultra-low PAMP doses might be sufficiently effective to induce innate immune memory responses.

Interestingly, priming with ultra-low LPS dose did not induce accompanying anti-inflammatory response as indicated by a missing IL-10 elevation (Figures 1F, 4C). The reason for these findings cannot be drawn from our results. Nevertheless, it can be speculated that neonatal microglial cells respond to priming with ultra-low LPS doses like leukocytes with non-resolving inflammatory adaptation (33). Yuan and coworkers disclosed that the TRAM/TRIF pathway represents the key circuit involved in the low-grade inflammatory adaptation of monocytes and may be responsible for the removal of negative modulators, such as the transcriptional modulator B lymphocyte-induced maturation protein-1 (Blimp-1), thus disallowing the development of anti-inflammatory tolerance and favoring the inflammatory monocyte adaptation.

Immune tolerance in brain has been shown to be involved in brain tissue responses on acute injuries like ischemia or trauma induced by a panel of noxious stimuli including neuroinflammation near but below the threshold of damage (36, 44–46). Modified TLR-4 signaling toward activation of the interferon regulatory factor IRF3 and activation of microglial cells are clearly key elements in tolerance like preconditioning effects (46–48). In our hands, immune tolerance of microglia arises subsequent to repeated treatment of microglia cells with high doses of LPS characterized by decreased expression of pro-inflammatory cytokines and accompanied by increased level of anti-inflammatory IL-10 in comparison to UP controls. These observations confirm previous findings (17) and fit to an energy-saving phenotype of microglia at high pathogen load. Exposed to high PAMPs doses, these innate immune cells evidently turn down energy-demanding anabolic resistance reactions and switch to tolerance responses accompanied by less energy-demanding catabolic processes (29, 49). Nevertheless, the high dose tolerance effects (e.g., reduced expression and release of pro-inflammatory cytokines, elevated phagocytic activity) might reflect mainly a regulatory response resulting from IL-10 upregulation. This consideration derived from our data is in line with previous reports and may preclude an exhaustion of the machinery to produce pro-inflammatory cytokines [for review, see (50)]. In contrast to primed microglia, we found in UP microglia a dose-dependent increase of pro-inflammatory cytokines indicating increased ability to produce pro-inflammatory cytokines together with anti-inflammatory IL-10 (Supplementary Figure 1). Moreover, the increased phagocytic activity after high-dose LPS priming compared to the UP state indicates a regulatory effect and rather precludes an exhaustion of the system (Figure 6). Furthermore, results of the MTT assay (Supplementary Figure 5) verified maintenance of cellular integrity even after high-dose LPS priming. Our findings are in line with previous reports. Jack et al. (51) showed that human microglia exposed to LPS become refractory to a secondary stimulation with the ligand, indicative of a strict negative regulation (51). Park et al. (52) reported that LPS-induced endogenous expression of IL-10 in microglia contributes to neuronal survival by inhibiting brain inflammation after initial pro-inflammatory activation (52).

We have to recognize that it is well-known that microglial cells contribute to the onset and progression of neuroinflammation, but it is only now becoming apparent that these resident immunocompetent cells also play an important role in producing and responding to immunosuppressive factors that serve to limit the detrimental effects of an overwhelming neuroinflammation (53). The herein documented induction of immune tolerance induced by repeated high-dose LPS stimulation mimics consequences of repeated neuroinflammation and suggests that robust primary CNS affection by PAMPs led to a memory effect for decreased response to a secondary PAMP confrontation. Therefore, immune tolerance represents an altered microglial phenotype characterized by an altered response dynamics. Indeed, the time frame of a single PAMP-induced neuroinflammatory response is composed of an initial massive pro-inflammatory response peaking within few hours followed by a resolution phase induced by delayed secondary production of mediators that are immunosuppressive and/or neuroprotective 24–48 h later (51, 54). Jack and coworkers also revealed evidence for a feedback loop involving significant downregulation of the TLR-4 expression, but not TLR-2. Importantly, these authors primed human fetal microglia with 10 ng/ml LPS for 24 h followed by LPS 100 ng/ml challenge and observed significantly low levels of TNFα and IL-6 in primed microglia in comparison with non-primed microglia. This could be the first evidence of tolerance development induced by low-dose priming with LPS (51).

Together, our results identify the concentration of LPS as the critical mediator of trained immunity and immune tolerance in microglia. The herein reported data suggest induction of a general long-term reaction pattern that predominantly depends on the dose of PAMPs sensed by microglial cells. Dose-dependent development of microglial trained immunity and immune tolerance might appear as a “hormetic” principle underlying the pathogen-induced response of the innate immune system (29, 55, 56).

As a rationale of the pathogen-dose-dependent responses of training and immune tolerance, differential energy investment might contribute to the observed reaction patterns. Innate immune cells challenged with low amounts of bacterial pathogens can generate energy-demanding resistance responses aiming at pathogen elimination. Under these conditions, cellular resources remain adequate to maintain production of cytokines, antimicrobial peptides, and other defense mediators. By contrast, higher pathogen loads might increasingly impair affected immune cells by overstretching their inherent capacity to withstand the cytotoxic effects of the stressful stimulus (29, 57). To facilitate survival, immune cells consequently shift from resistance reactions toward maintenance and repair activities, which ultimately enable tolerance toward pathogens. Hence, gradual induction of trained resistance and tolerance by increasing pathogen concentrations achieve basic fitness and survival requirements of cells and organs challenged by various PAMPs and other stressors. The dose-dependent response of microglia is not restricted to the paradigmatic PAMP LPS. Our data reveal that the fungal cell wall constituent β-glucan also provokes dose-dependent training and tolerance responses. Notably, a remarkable shift of the sensitivity of the affected microglial cells becomes apparent. Whereas, LPS-induced training was observed at 1 fg/ml LPS, β-glucan provokes training at 100 fg/ml. Different effective concentrations of LPS and β-glucan might be reasoned by varying affinities of the TLR-4 and Dectin-1 receptors binding these two PAMPs. The high sensitivity of microglia to LPS might be a special characteristic of neonatal cells (58).

Increased expression of PI3Kγ induced by low-dose priming of naïve microglia indicates involvement of the signaling protein in training effect. Indeed, PI3Kγ was identified as the major PI3K catalytic isoform in primary myeloid cells, as these cells express at least 25-fold more PI3Kγ than other isoforms (59). Furthermore, PI3Kγ has been previously shown as mediator of microglial motility, phagocytosis, and matrix metalloproteinase release using PIP3-related as well as cAMP-driven signaling pathways (15, 60, 61). Our data suggest PI3Kγ/AKT signaling as mediator for increased production of inflammatory cytokines TNF-α and IL-6 in trained microglial cells. Intriguingly, increased release of the anti-inflammatory cytokine IL-10 induced after high-dose priming was likewise dependent on PI3Kγ enzymatic activity. A similar response pattern as for Akt phosphorylation has been observed for phospho-ERK1/2. In wild-type microglial cells, low-dose LPS priming provokes stimulation of ERK phosphorylation, whereas inhibition of these signals has been observed after high-dose LPS priming. Both at low- and high-dose LPS, the ERK phosphorylation was diminished in cells deficient of PI3Kγ lipid kinase activity.

A contribution of PI3K signaling proteins in mediating inflammatory responses as a result of super-low-dose LPS has also been verified previously for human monocytes and murine bone marrow-derived macrophages (62–64). These data clearly revealed that the mild but significant pro-inflammatory response of leukocytes induced by super-low-dose LPS is apparently mediated by an insufficient induction of negative regulators of NF-κB and the PI3K/Akt pathways. Our findings indicate that ultra-low LPS priming and subsequent high-level LPS stimulation for 24 h induce an enhanced PI3Kγ lipid kinase activity in neonatal microglia with reinforced p65 phosphorylation indicative of selective upregulation of NF-κB transcriptional activity (65, 66) possibly mediated by AKT-induced IKKα phosphorylation (67).

Together, our results propose PI3Kγ as an essential mediator of cytokine responses of microglia dependent on the specific immune context (68). Both pro- and anti-inflammatory signaling functions of PI3Kγ become apparent, supporting recent reports on ambivalent regulatory functions of PI3Kγ in inflammatory processes (69, 70).

Phagocytosis of pathogens represents the eponymous function of microglia and other cells of the macrophage family. The engulfment of extracellular microbes or related particles, i.e., xenophagy (71), is closely related to autophagy and maintenance and repair processes, which are part of the tolerance responses of innate immune cells (72–74). Intriguingly, LPS treatment resulted in a significant increase in phagocytic activity in UP wild-type microglia (see Figure 5A), confirming recent results on enhanced phagocytosis induced by high-dose LPS priming (17).

Increased phagocytosis goes parallel with decreased expression of pro-inflammatory cytokines and corresponding immune tolerance. Notably, increased phagocytosis induced by high doses of LPS strictly depends on PI3Kγ. PI3Kγ-deficient cells or microglia expressing the catalytically inactive version of PI3Kγ do not exhibit increased phagocytic activity assayed *in vitro* and *in vivo*. These investigations are in line with our previous data on an essential role of PI3Kγ in microglia phagocytosis (15, 75).

## Conclusion

Collectively, our data suggest a key role of the pathogen dose in memory-like adaptive responses of microglial cells. Sequential development of trained immunity and immune tolerance induced by increasing doses of pathogen might have important implications for infection biology and medicine. Trained immunity effects at low pathogen doses might facilitate fast and efficient resistance responses toward repeated attacks of pathogens, especially in individuals lacking adaptive immunity, such as infants or immunosuppressed patients. By contrast, tolerance responses connected with repair and maintenance reactions might represent the adequate reply to damaging effects of high pathogen doses preventing a potential exhaustion of (immune) cell energy resources by escalating resistance responses.

Significant translational potential resides in research activities directed toward better understanding both components of innate immune memory. Identification of the pathogen dosage and molecular mechanisms that shape innate immune responses into specific stress response patterns is likely to be crucial for these emerging investigations.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI's Gene Expression Omnibus, GEO Series accession number GSE137741.

## Ethics Statement

The animal study was reviewed and approved by The Thuringian State Office for Food Safety and Consumer Protection.

## Author Contributions

TL, RW, and RB designed the research and drafted the manuscript. DW provided the *Candida albicans*-derived β-glucan. TL, G-PL, and FH acquired the experimental data. TL and RB performed the statistical analysis. MG performed and analyzed the RNA sequencing. All authors critically revised the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Memory-Like Inflammatory Responses of Microglia to Rising Doses of LPS: Key Role of PI3Kγ
**Source:** Front Immunol. 2019 Nov 8;10:2492. doi: 10.3389/fimmu.2019.02492
**Supplement:** Supplementary file 1

Lajqi et al. Memory-like inflammatory responses of microglia to rising doses of LPS: Key role of PI3Kγ

**Methods**

**RNA sequencing and data analysis**

Total RNA was extracted using QIAzol Lysis Reagent (#79306) purchased from Qiagen (Hilden, Germany). RNA concentration and quality were checked by using the Nanodrop ND-1000 machine (Peqlab, Erlangen, Germany).

Sequencing of RNA samples was done using Illumina’s next-generation sequencing methodology (Bentley et al., 2008). In detail, quality check and quantification of total RNA was done using the Agilent Bioanalyzer 2100 in combination with the RNA 6000 nano kit (Agilent Technologies). For library preparation 1µg of total RNA was introduced to the TruSeq Stranded mRNA Kit (Illumina) following the manufacturer’s description. Quantification and quality check of libraries was done using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 kit. Libraries were sequenced on a HiSeq2500 running in 51cycle/single-end/high-output mode. Libraries were pooled and sequenced on two lanes. Sequence information was extracted in FastQ format using Illumina’s bcl2FastQ v1.8.4. Sequencing resulted in around 31mio reads per sample.

Reads were mapped to the Ensembl (Zerbino et al., 2018) mouse reference genome GRCm39.85 using TopHat2.1.0 (Kim et al., 2013). 

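The submitters' processing notes name the mouse genome build GRCm38, whereas the supplement gives GRCm39.85. The counts are identified by Ensembl gene, and the coordinates printed with Supplementary Figure 6 are those of GRCm38.p6. TopHat2 aligns reads across splice junctions, so that reads spanning 2 exons of a gene are kept. FeatureCounts then assigns aligned reads to genes by the exons that they overlap, and reads outside exons are not assigned.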

The reads mapped to the reference were counted per gene using FeatureCounts v1.5.0 (Liao et al., 2014). Resulting counts were introduced in the statistical environment R (Team, 2019) in order to calculate RPMs (read per million mappable reads) and RPKMs (reads per million mappable reads and kilobase gene length). 

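The deposited table holds counts, RPMs and RPKMs of 48526 genes in 9 libraries, and 24933 of the genes had no count in any library. An RPM divides the count of a gene by the total of its library, so that libraries of different depth can be compared. An RPKM also divides by the length of the gene, so that long and short genes can be compared within a library. Both are relative measures, in which a large rise of a few genes lowers the values of all others. The strand setting of the counting is not given in the sources used here, although the library kit keeps strand, so that reads of overlapping and antisense genes may not be told apart.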

RPKMs of selected genes were plotted in a boxplot for UP, ULP, and HP samples using R packages “ggplot2” and “cowplot”.

**Data availability**

The RNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE137741.

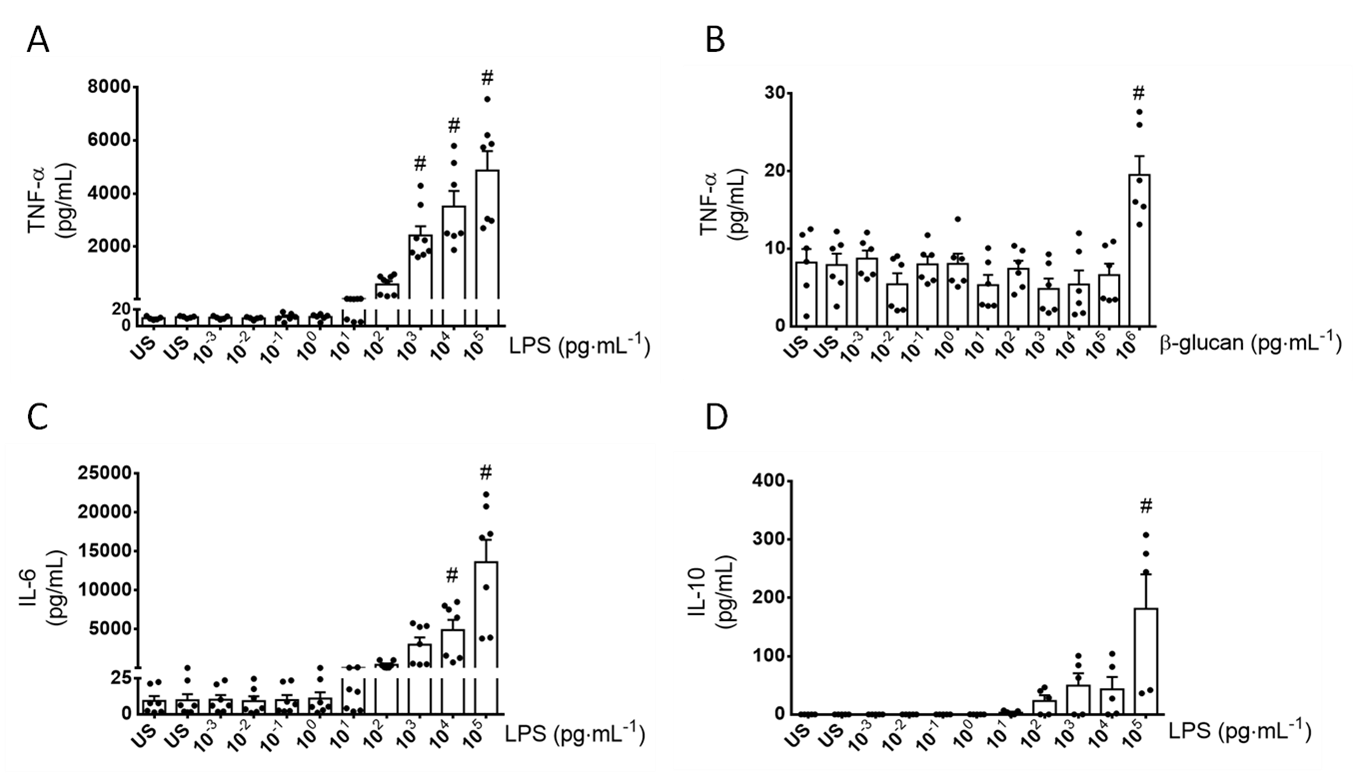

Supplementary Figure 1: **LPS and β-glucan induce dose-dependent cytokine production in unprimed microglial cells.**

Primary microglial cells were stimulated with increasing doses of LPS (1 fg/mL – 100 ng/mL) or β-glucan (1 fg/mL – 1 μg/mL) for 24 hours. Cytokine levels for (**A, B**) TNF-α (n=6-8), (**C**) IL-6 (n=7), and (**D**) IL-10 (n=5) have been assayed by ELISA. Data are shown as scatter dot plots, mean + SEM, #p <0.05, # vs. unstimulated (US) condition.

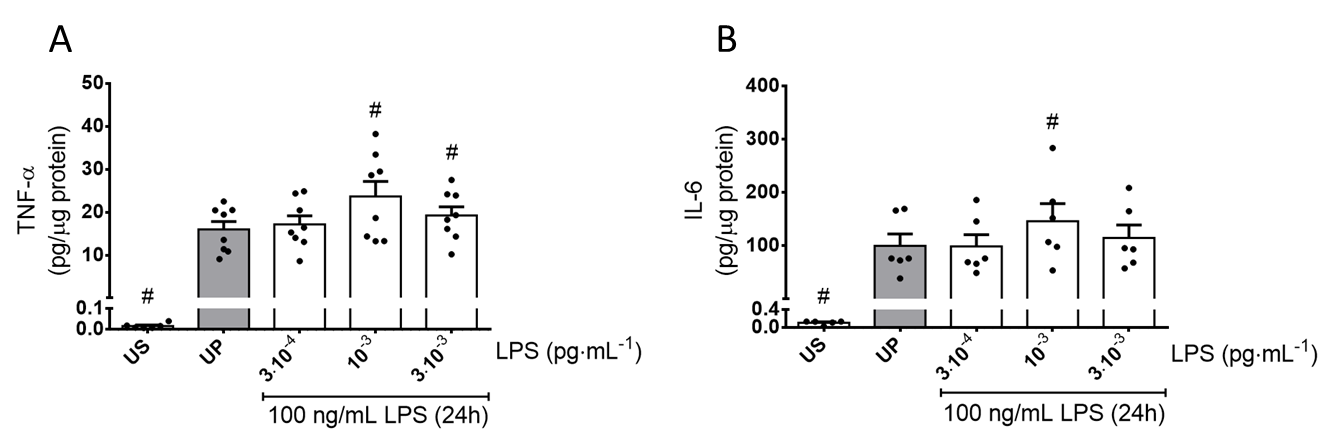

Supplementary Figure 2: **Estimation of the lower threshold of LPS-induced priming on cytokine responses in naïve neonatal microglial cells.**

Primary microglial cells were stimulated using the two-step approach with fixed priming doses of LPS with 0.3 fg/mL, 1 fg/mL and 3 fg/mL and re-stimulated on day 6 with a fixed dose LPS (100 ng/mL). Supernatants were collected 24h after the 2nd stimulation by LPS and cytokine levels (A: TNF-α, n=8; B: IL-6, n=6) were assayed by ELISA (normalized to total protein concentration). Data were presented as scatter dot plots, mean + SEM, #p <0.05, # significant differences versus unprimed condition (UP) wild-type mice. US, unstimulated.

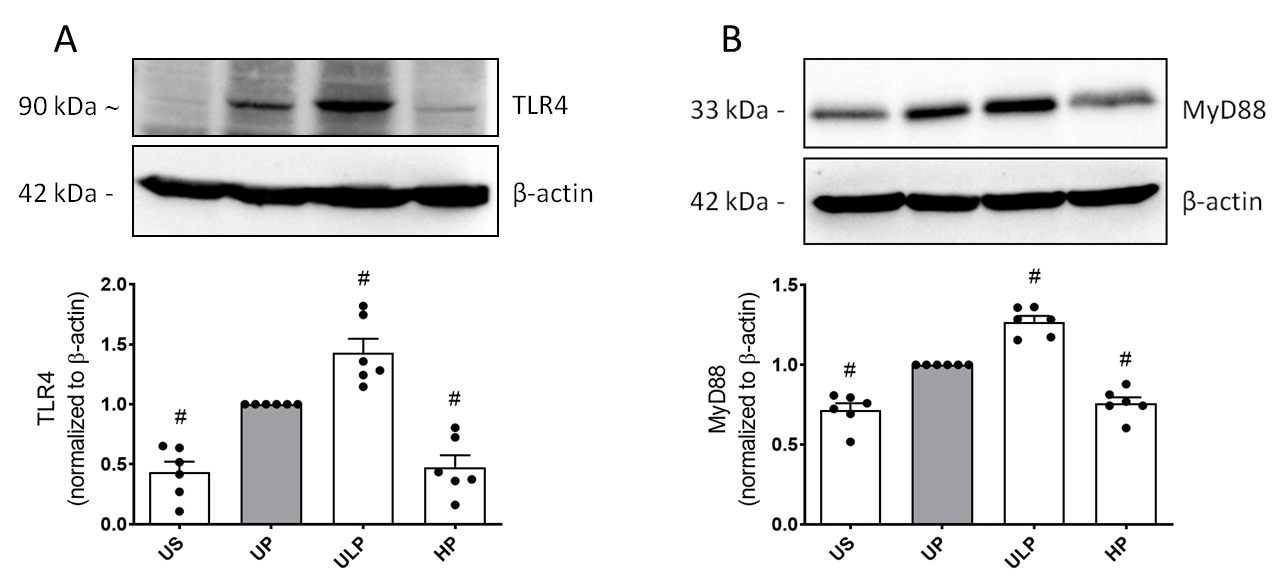

Supplementary Figure 3: **Modification of TLR4 and MyD88 protein production in primed microglia.**

Primary microglial cells were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)] and re-stimulated on day 6 with a fixed dose LPS (100 ng/mL). Lysates were collected 24h after the 2nd stimulation by LPS and the protein expression of (A) TLR4 and (B) MyD88 were assayed by Western blotting and quantified (unprimed cells assigned as 1.0). Data were presented as scatter dot plots, mean + SEM, n=6, #p <0.05, # significant differences versus unprimed condition (UP). US, unstimulated.

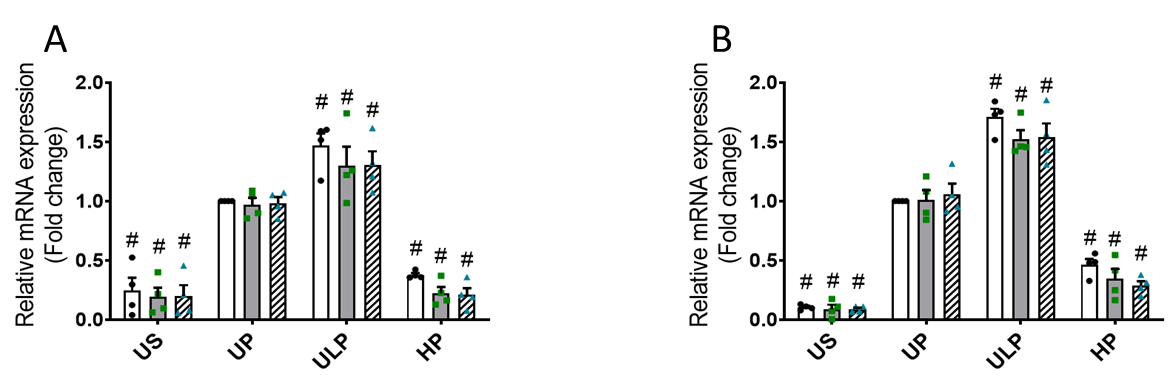

Supplementary Figure 4: **Modification of TLR4 and MyD88 expression in primed microglia derived from wild type and PI3Kγ mutant mice.**

Primary microglial cells (wild-type ●, open columns; PI3Kγ^-/-^ ■, dark gray columns; PI3Kγ^KD/KD^ ▲, hatched columns) were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)] and re-stimulated on day 6 with a fixed dose LPS (100 ng/mL). RNA samples were collected 6h after the 2nd stimulation by LPS and the protein expression of (A) TLR4 and (B) MyD88 were assayed by real-time PCR normalized to GAPDH representing relative values to unprimed state. Data are shown as scatter dot plots, mean + SEM, n=4, ^#^p <0.05, ^#^ significant differences versus unprimed condition. US, unstimulated; UP, unprimed.

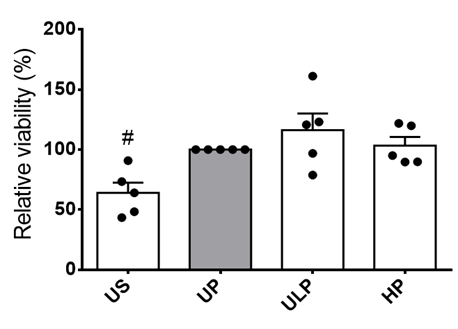

Supplementary Figure 5: **Analysis of cell viability in primed microglia by the MTT assay.**

Primary microglial cells were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)] and re-stimulated on day 6 with a fixed dose LPS (100 ng/mL). MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) solution was added to primed cells and incubated for 4 h at 37 °C (5 % CO_2_). In parallel, same procedure was performed on unstimulated (US) cell as well as on unprimed (UP) cells (stimulation occurred solely on day 6 with a fixed dose of 100 ng/mL LPS). Afterwards the solubilization solution were added to each well and incubate overnight at 37 °C (5 % CO2) for 24 h and absorbance was measured at 570 nm. Data were normalized to the unprimed state. Data are shown as scatter dot plots, mean + SEM, n=5, ^#^p <0.05, ^#^ significant differences versus unprimed condition (grey column). US, unstimulated; UP, unprimed.

Supplementary Figure 6: **Expression** **analysis of genes involved in epigenetic modifications in murine microglial BV-2 cells after LPS priming and subsequent re-stimulation**.

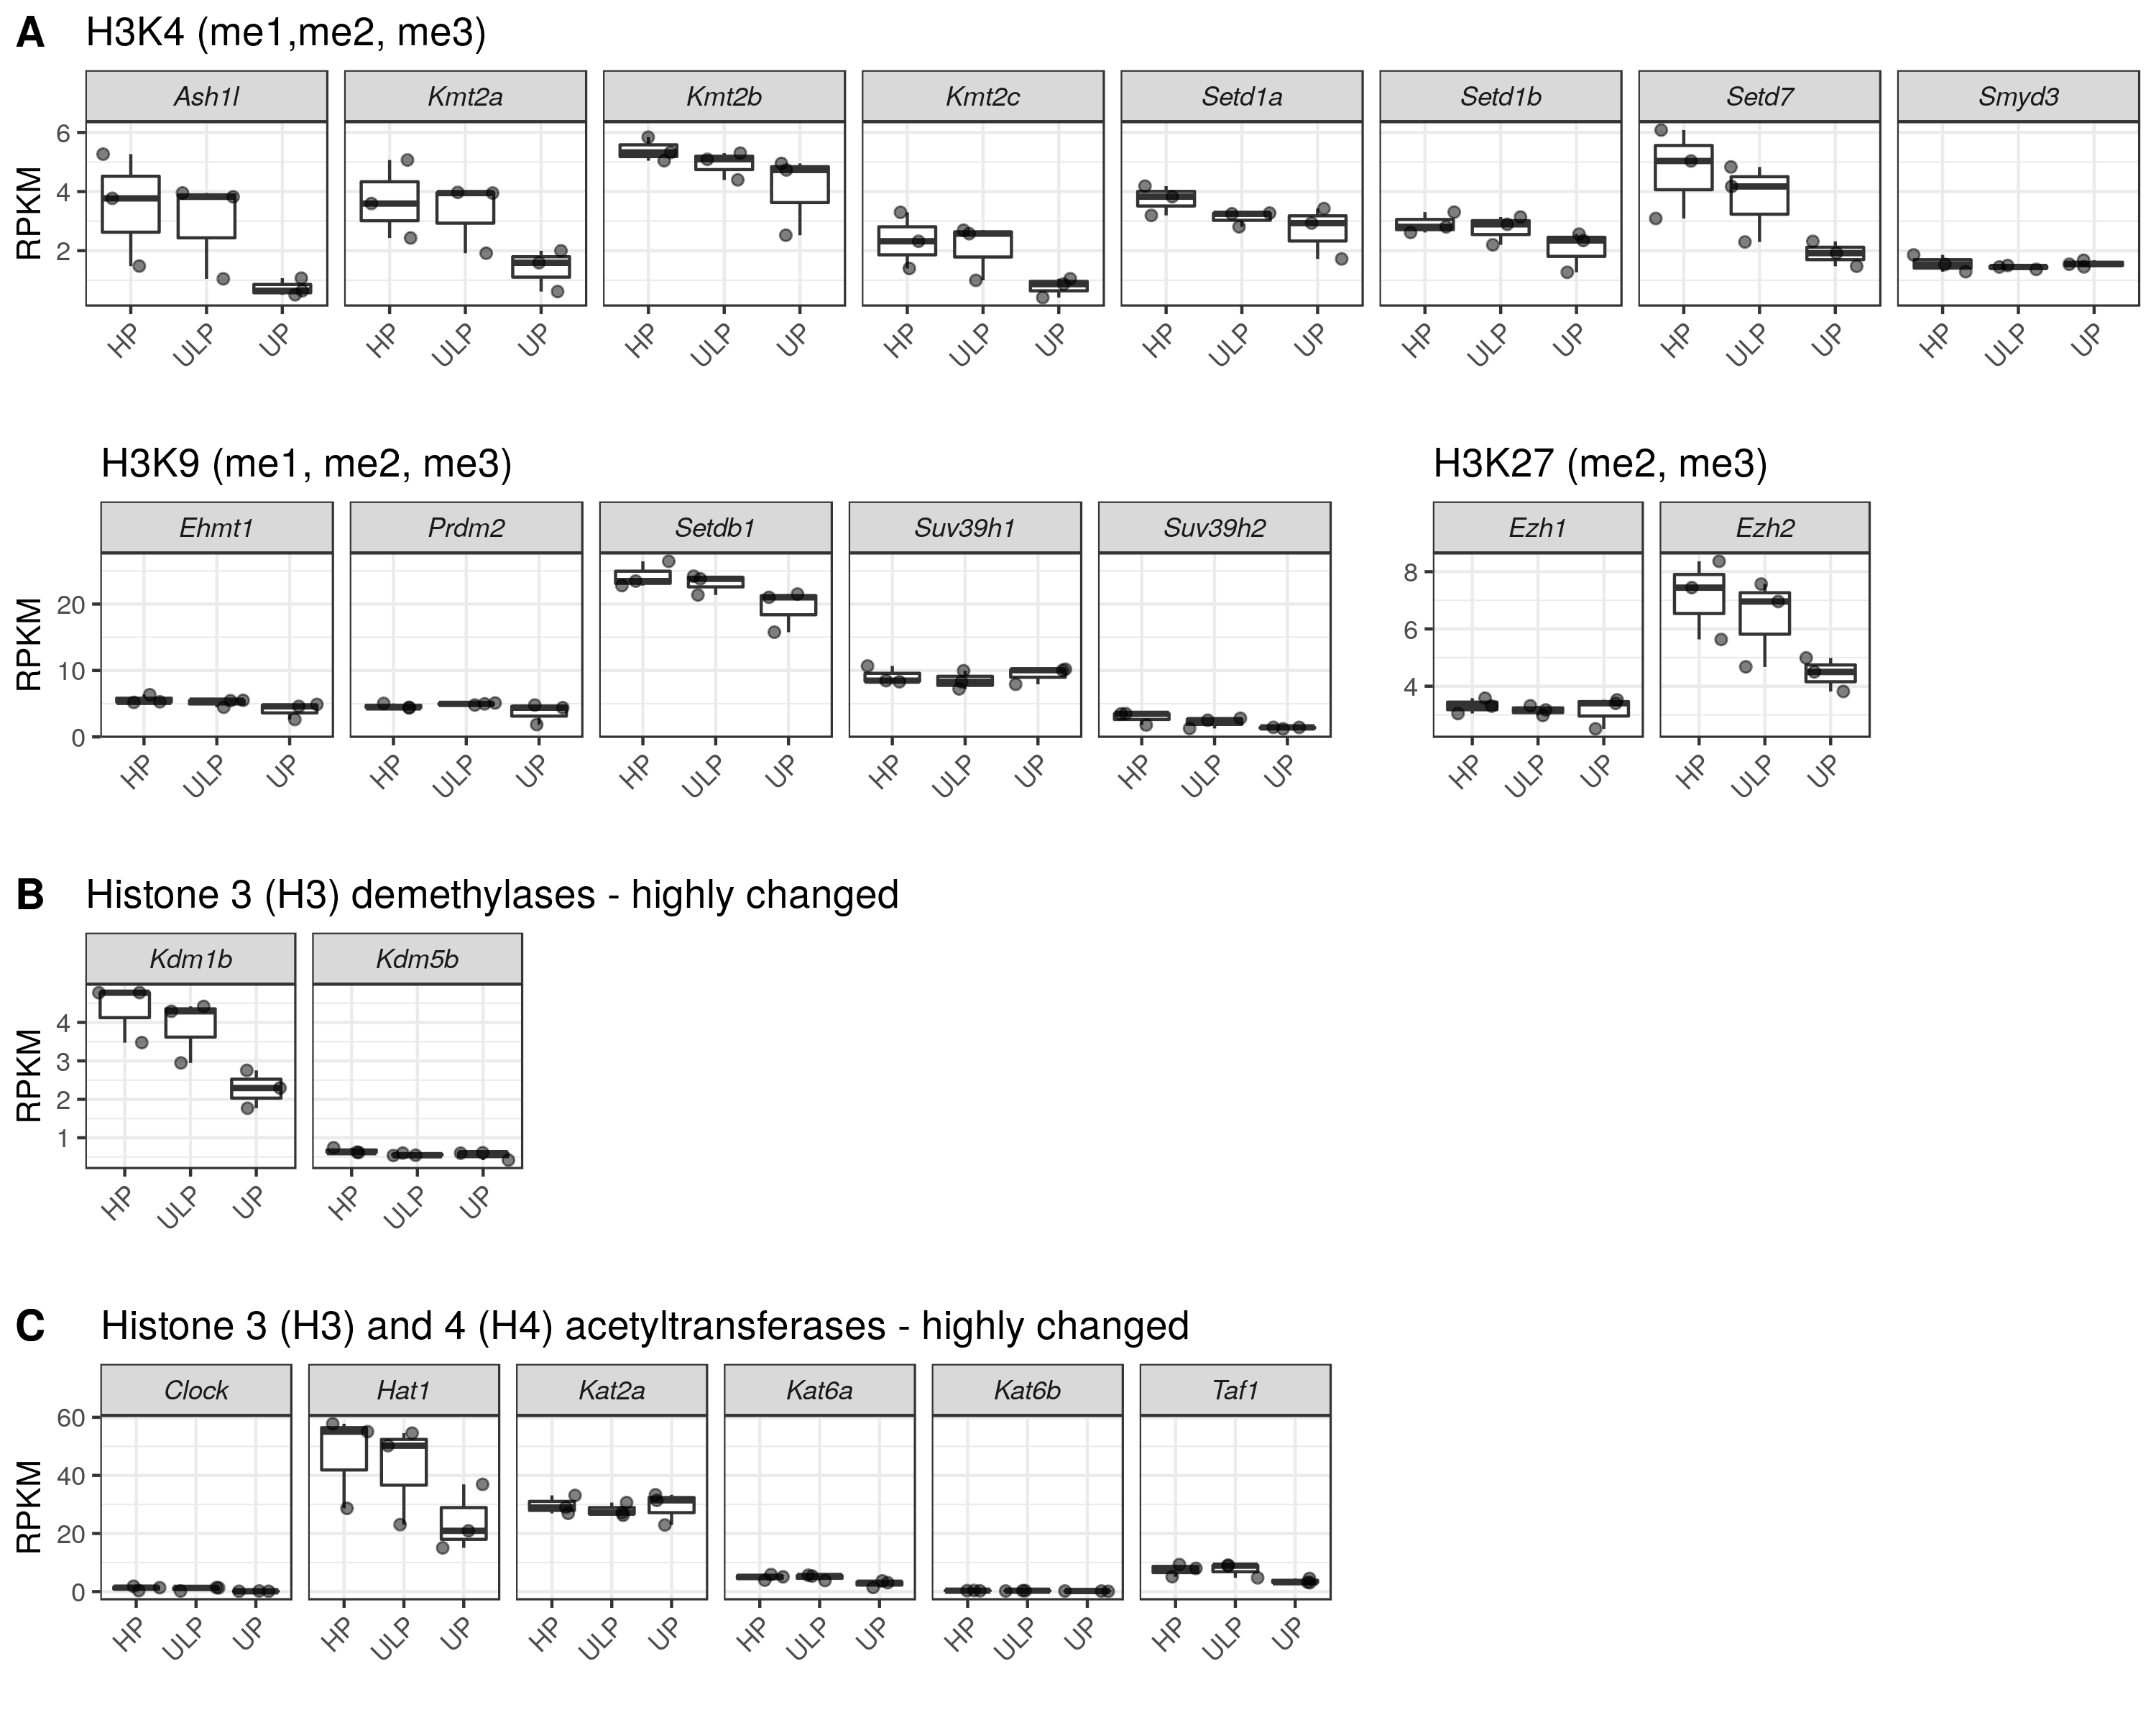

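BV-2 is an immortalised murine microglial cell line. Unprimed cells (UP) received LPS once, at 100 ng/ml on day 6, and the primed cells had received a first dose for 24 h and were restimulated with 100 ng/ml on day 6. Each of the 3 groups holds 3 libraries, numbered 4, 5 and 6. The titles of the primed samples match the doses of the paper, 1 fg/ml for ULP and 100 ng/ml for HP, while a separate dose field of the sample labels gives 100 ng/ml for ULP and 1 fg/ml for HP. The groups are named here by their titles, as in the boxplots of the study, in which the single points, compared by eye, match the RPKMs under those titles. Of the genes whose products the paper measures in primary microglia, Tnf had a log2 fold change of −0.90 in HP cells (adjusted p = 0.0202 from edgeR, lower in 3 of 3 HP libraries than in any UP library, lost with a replicate block and without any 1 of UP 4, UP 5, UP 6, HP 4 and HP 5) and of −0.22 in ULP cells (adjusted p = 0.217), and the paper reports diminished TNF-α after priming with higher doses and enhanced TNF-α release after low-dose priming (Figures 1B,C). Tlr4, for which the paper reports higher expression after low-dose and lower expression after high-dose priming (Figure 3A), had 1.49 in ULP and 1.20 in HP cells, which did not pass edgeR's test and were called by DESeq2, and in HP cells −0.07 relative to all genes with a replicate block and GC content corrected for and −0.16 with GC content and length, a setting chosen after seeing the data. The time between restimulation and harvest of the BV-2 RNA is not given in the sources used here. The paper measured TNF-α as protein after 24 h and Tlr4 RNA after 6 h, so that the values are not matched in time. These values were not used to name the groups. None of the sources used here says that the 3 libraries of a group came from separate cultures, and p-values then measure only the spread between these libraries, which may be technical.

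The authors prepared libraries of poly(A) RNA, aligned the reads and counted them per gene. The counts assigned to genes summed to between 25649018 and 27802244 per library in UP (median 26033356), 24189203 and 26639663 in ULP (median 26144184) and 25561360 and 27434090 in HP cells (median 26115015). Their mean is 26.2 mio, the paper states around 31 mio reads per sample, and the values here use the assigned counts. From the counts, 14702 genes with enough counts in a group were kept, libraries were scaled by TMM, and all 9 libraries entered 1 edgeR model with a term for the group. Expression levels are printed as the deposited RPKM.

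On the first principal component of log2 CPM, which held 79.1% of the variance, the libraries of a group did not lie together. The UP libraries had −46.4, −50.3 and −73.0, and ULP 4 and HP 6 lay on their side with −39.2 and −20.4. The libraries ULP 5, ULP 6, HP 4 and HP 5 had 44.0, 52.2, 57.5 and 75.5. The profile of ULP 4 was closest to that of UP 4, and the profile of HP 6 to that of ULP 4.

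**Figure D1:**
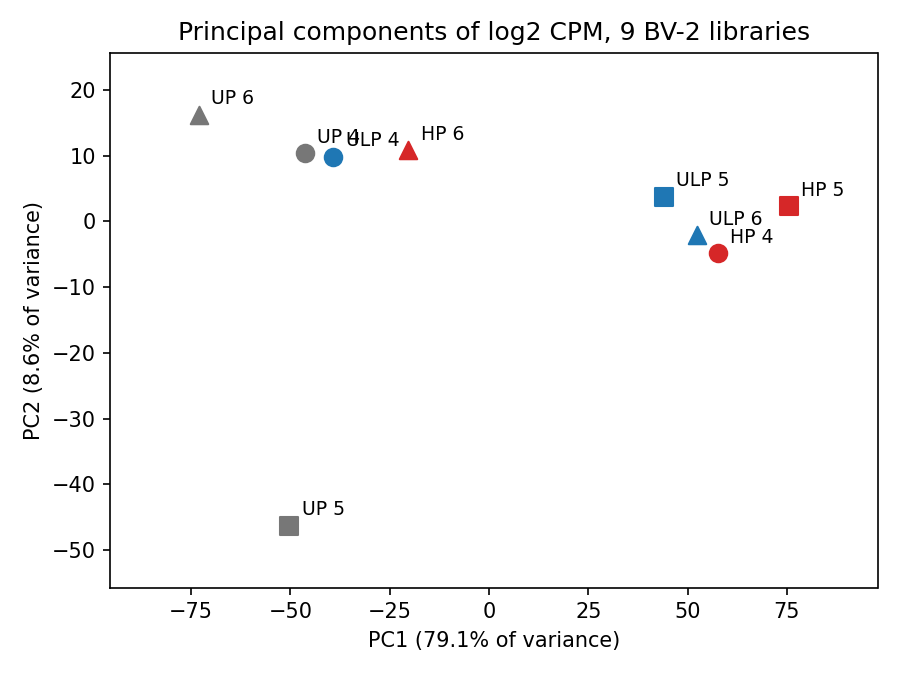
First and second principal component of log2 CPM of the 9 BV-2 libraries, with the share of variance on each axis. Each point is 1 library, coloured by group and shaped by replicate number. ULP 4 at −39.2 and HP 6 at −20.4 on the first component lie on the side of the UP libraries, and UP 5 lies apart on the second component at −46.3.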

Microglial BV2-cells were stimulated using the two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)] and re-stimulated on day 6 with a fixed dose LPS (100 ng/mL). RNA sequencing were performed in order to characterize expression of genes regulate epigenetic marks on the NFkB pathway. Boxplots show RPKMs of UP, ULP, and HP samples (horizontal line represent the median RPKM value, boxes represent 25-75% quantiles, vertical lines represent 0% and 100% quantile, dots represent RPKMs of individual samples of each group). Of note, both ULP and HP induced distinct increase in methylation and acetylation of histones by A: Mono- (me1), di-(me2) and trimethylation (me3) of histone 3 lysine 4 residues (H3K4), characterized by increased RPKM values of methylation promoters (histone methyltransferases) Ash1l, Kmt2a, Kmt2b, Kmt2c, Setd1a, Setd7 and Setd1b; trimethylation of histone 3 lysine 27 residues (H3K27), characterized by increased RPKM values of methylation promoters (histone methyltransferases) Ezh2. 

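Ash1l, a methyltransferase of the trithorax group, had 0.742 ± 0.293 RPKM (SD, n = 3 libraries) in UP, 2.94 ± 1.64 (SD, n = 3) in ULP and 3.51 ± 1.91 (SD, n = 3) in HP cells. Kmt2a and Kmt2c, catalytic subunits of H3K4 methyltransferase complexes, had 1.40 ± 0.708 and 0.779 ± 0.328 RPKM (SD, n = 3) in UP, 3.28 ± 1.18 and 2.09 ± 0.948 in ULP, and 3.70 ± 1.32 and 2.34 ± 0.949 in HP cells. Setd7, which monomethylates H3K4, had 1.90 ± 0.421 RPKM in UP, 3.77 ± 1.32 in ULP and 4.74 ± 1.52 in HP cells (SD, n = 3). For Kmt2b, Setd1a and Setd1b the groups lay closer together, with 4.07 ± 1.34, 2.69 ± 0.877 and 2.06 ± 0.692 RPKM in UP, 4.93 ± 0.473, 3.11 ± 0.261 and 2.74 ± 0.487 in ULP, and 5.40 ± 0.403, 3.74 ± 0.501 and 2.91 ± 0.355 in HP cells (SD, n = 3). Ezh2, the catalytic subunit of the polycomb complex that methylates H3K27, had 4.43 ± 0.589 RPKM in UP, 6.40 ± 1.53 in ULP and 7.15 ± 1.39 in HP cells (SD, n = 3).

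The log2 fold change of Ash1l was 1.89 in ULP (standard error 0.56, adjusted p = 0.169 from edgeR's quasi-likelihood test) and 2.13 in HP cells (standard error 0.56, adjusted p = 0.0606). That of Setd7 was 0.89 in ULP (standard error 0.31, adjusted p = 0.169 from edgeR) and 1.20 in HP cells (standard error 0.31, adjusted p = 0.0606), and that of Ezh2 was 0.43 (standard error 0.21, adjusted p = 0.197) and 0.57 (standard error 0.21, adjusted p = 0.0803). Kmt2a had log2 fold changes of 1.14 and 1.29, Kmt2c of 1.33 and 1.47, Kmt2b of 0.20 and 0.29, Setd1a of 0.12 and 0.36, and Setd1b of 0.33 and 0.38. Smyd3, the remaining H3K4 methyltransferase of the panel, had −0.20 and −0.12. In HP cells all 3 libraries of Ash1l, Kmt2a, Kmt2b, Kmt2c, Setd1b, Setd7 and Ezh2 lay above all UP libraries (exact two-sided permutation test of RPKM, p = 0.10 for each, the smallest that 3 against 3 libraries allow), and in ULP cells this held for none of these 7 genes. RPKM is not scaled by TMM, whose factors were 0.93 to 0.98 in UP and 1.03 to 1.04 in HP libraries. Scaled by TMM, UP 6 lay above HP 4 for Kmt2b and Setd1b, so that the groups overlapped for these genes.

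Of the 8 H3K4 methyltransferases, 0 were higher and 0 lower by edgeR in either state, with 4 in ULP and 4 in HP cells at an unadjusted p under 0.05, 2 and 4 called by DESeq2 and 0 and 0 by limma. Of all 14702 genes tested, 3990 and 6020 had such an unadjusted p, and DESeq2 called 1048 and 3650. Adjusted over the H3K4 list alone, 3 members were higher in ULP and 4 in HP cells (0 to 4 in each over the alternatives, and 0 with a replicate block). The H3K4 list as a whole lay higher than other genes in HP cells (camera, adjusted p = 0.0338, and adjusted p = 0.496 with an estimated correlation), and the adjusted p was 0.0855 in ULP cells. The genes of the figure may have been chosen on these same libraries, so that the test of this list is not independent. Of the 5 H3K9 methyltransferases, 0 passed edgeR's test in either state, with 0 in ULP and 1 in HP cells at an unadjusted p under 0.05, 0 and 1 called by DESeq2 and 0 by limma. Among them, Setdb1 had 19.4 ± 3.18 RPKM in UP, 23.1 ± 1.53 in ULP and 24.2 ± 1.94 in HP cells (SD, n = 3), and Suv39h2 had 1.36 ± 0.127, 2.20 ± 0.811 and 2.92 ± 0.978. Relative to all genes, the log2 fold change of Setdb1 was 0.18 and 0.19, and −0.02 and −0.02 with gene length corrected for, and that of Suv39h2 was 0.60 and 0.97, and −0.10 and 0.18 with a replicate block and GC content and −0.14 and 0.15 with GC content and length, the latter chosen after seeing the data. Ezh1, the paralog of Ezh2, had 3.15 ± 0.554, 3.15 ± 0.169 and 3.31 ± 0.267 RPKM.

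Within the primed groups, Ash1l had 1.05 RPKM in ULP 4 and 1.48 in HP 6, against 3.77 to 5.27 in the other primed libraries and 0.510 to 1.07 in UP cells. Without ULP replicate 4, edgeR called Ash1l, Kmt2c and Setd7 higher in ULP cells and Ash1l, Kmt2a, Kmt2c, Setd7 and Ezh2 in HP cells, and without HP replicate 6 it called the same 5 genes in HP cells. With gene length corrected for, the log2 fold changes of Kmt2b, Setd1a and Setd1b relative to all genes were −0.10, −0.06 and −0.08 in ULP and −0.04, 0.15 and −0.06 in HP cells, and those of Ash1l, Kmt2a, Kmt2c, Setd7 and Ezh2 were 1.31, 0.59, 0.65, 0.49 and 0.22 in ULP and 1.49, 0.67, 0.74, 0.75 and 0.32 in HP cells. With GC content and length corrected for, these 5 were 1.22, 0.89, 0.71, 0.55 and 0.09 in ULP and 1.41, 1.04, 0.81, 0.83 and 0.20 in HP cells. In this setting, chosen after seeing the data, Kmt2b, Setd1a and Setd1b had 0.28, 0.26 and 0.34 in ULP and 0.37, 0.51 and 0.39 in HP cells. With a replicate block and GC content corrected for, they had 0.48, 0.39 and 0.60 in ULP and 0.59, 0.65 and 0.68 in HP cells. Without UP replicate 5, and not relative to all genes, Kmt2b and Setd1a in ULP cells had −0.05 and −0.10.

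On GRCm38.p6, Ash1l (ENSMUSG00000028053) lies on chromosome 3 from 88950414 to 89079375, Setd7 (ENSMUSG00000037111) on chromosome 3 from 51515318 to 51560823, and Ezh2 (ENSMUSG00000029687) on chromosome 6 from 47530274 to 47595270. Counts per library ran from 194 to 2144 for Ash1l and from 708 to 1532 for Ezh2. The legend speaks of a distinct increase in the methylation and acetylation of histones, characterised by increased RPKM values, among the methyltransferases, of Ash1l, Kmt2a, Kmt2b, Kmt2c, Setd1a, Setd1b, Setd7 and Ezh2, and of Hat1 for acetylation.

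**Figure D2:**
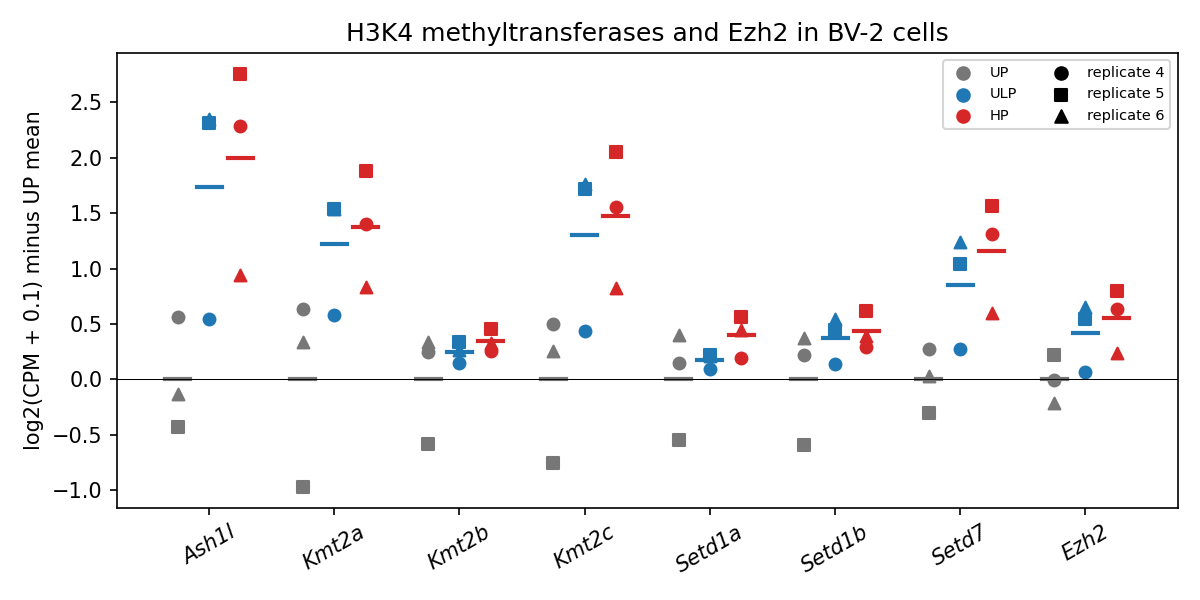
Expression of the H3K4 methyltransferases Ash1l, Kmt2a, Kmt2b, Kmt2c, Setd1a, Setd1b and Setd7 and of Ezh2 in BV-2 cells. The vertical axis gives log2(CPM + 0.1) minus the UP mean, each symbol is 1 library (colour, group, and shape, replicate number), and each bar is the mean of 3 libraries. Within its group ULP 4 is the lowest library for all 8 genes, and HP 6 is the lowest for Ash1l, Kmt2a, Kmt2c, Setd7 and Ezh2.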

B: Demethylation of histone 3 lysine 9 residues (H3K9) characterized by increased RPKM values of demethylation promoters (histone demethylases) Kdm1b; C: Acetylation of histone 3 (H3) and histone 4 (H4) characterized by increased RPKM values of acetylation promoters (histone demethylases) Hat1; UP, unprimed.

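Kdm1b, a demethylase of histone 3, had 2.27 ± 0.492 RPKM (SD, n = 3 libraries) in UP, 3.88 ± 0.815 (SD, n = 3) in ULP and 4.34 ± 0.751 (SD, n = 3) in HP cells, and all 3 libraries of each primed group lay above all UP libraries. Kdm5b, a demethylase of H3K4, had 0.543 ± 0.107, 0.562 ± 0.0344 and 0.660 ± 0.0691 RPKM, and with gene length corrected for its log2 fold change relative to all genes was −0.54 in ULP and −0.39 in HP cells. Hat1, which acetylates newly made histone 4, had 24.3 ± 11.3 RPKM (SD, n = 3) in UP, 42.6 ± 17.1 in ULP and 47.2 ± 16.1 in HP cells. Clock had 0.137 ± 0.0534, 0.946 ± 0.656 and 1.17 ± 0.765 RPKM, and Taf1, a subunit of the transcription factor TFIID, had 3.60 ± 0.800, 7.58 ± 2.47 and 7.47 ± 2.14. The acetyltransferases Kat6a and Kat6b had 2.72 ± 1.16 and 0.153 ± 0.0603 RPKM in UP, 4.93 ± 0.981 and 0.265 ± 0.0579 in ULP, and 4.96 ± 0.968 and 0.311 ± 0.0587 in HP cells, and Kat2a had 29.2 ± 5.54, 28.0 ± 2.30 and 29.7 ± 3.15.

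The log2 fold change of Kdm1b was 0.69 in ULP (standard error 0.21, adjusted p = 0.169 from edgeR) and 0.82 in HP cells (standard error 0.21, adjusted p = 0.0606), and that of Hat1 was 0.70 (standard error 0.42, adjusted p = 0.270) and 0.83 (standard error 0.42, adjusted p = 0.160). Clock (2.68 and 2.98), Taf1 (0.98 and 0.94), Kat6a (0.78 and 0.75) and Kat6b (0.70 and 0.91) had positive log2 fold changes in both states, and Kat2a had −0.14 and −0.10. Of the 2 demethylases, 0 passed edgeR's test in either state, with 1, Kdm1b, at an unadjusted p under 0.05 and called by DESeq2 in both, and 0 called by limma. Of the 6 acetyltransferases, 0 passed in either state, with 4 in ULP and 4 in HP cells at an unadjusted p under 0.05, 2 and 3 called by DESeq2 and 0 by limma. Of all 14702 genes tested, 3990 and 6020 had such an unadjusted p, and DESeq2 called 1048 and 3650. Adjusted over each list alone, 1 demethylase was higher in ULP and 1 in HP cells, and 2 and 3 acetyltransferases were (0 to 1 demethylases and 0 to 5 acetyltransferases in each state over the alternatives). Comparing all 6 primed libraries with the 3 UP libraries, Kdm1b, Kat6a and Kat6b reached p = 0.0119 (exact two-sided permutation test of RPKM, the smallest that the 84 splits allow), with an adjusted p of 0.0913 over the 23 genes of the figure. These tests are not independent of the figure if its genes were chosen on these libraries.

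In the library ULP 4 Hat1 had 23.0 and Clock 0.189 RPKM and in HP 6 they had 28.7 and 0.339, while the other primed libraries had 50.2 to 57.8 and 1.28 to 1.84. Without ULP replicate 4, edgeR called Kdm1b and 2 of the acetyltransferases higher in ULP cells and Kdm1b and 3 of them in HP cells, and without HP replicate 6 again Kdm1b and 3 of them in HP cells. With gene length corrected for, the log2 fold changes relative to all genes were 0.62 in ULP and 0.73 in HP cells for Kdm1b and 0.79 and 0.91 for Hat1, and with a replicate block and GC content corrected for they were 0.08 and 0.11 for Kdm1b and 0.23 and 0.29 for Hat1. With GC content and length corrected for, chosen after seeing the data, the log2 fold change of Kdm1b relative to all genes was 0.01 in ULP and 0.05 in HP cells, that of Hat1 was 0.23 and 0.28 in place of 0.71 and 0.82, that of Clock was 1.39 and 1.57, that of Kat6a was 0.53 and 0.49, that of Kat6b was 0.31 and 0.48, that of Taf1 was 0.21 and 0.07, and that of Kat2a was 0.13 and 0.20. Kdm1b (ENSMUSG00000038080) lies on chromosome 13 of GRCm38.p6 from 47043373 to 47085279 and had 219 to 633 counts per library, and Hat1 (ENSMUSG00000027018) lies on chromosome 2 from 71389260 to 71441622 and had 1207 to 4573.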

Abbreviations: Ash1l: ASH1 like histone lysine methyltransferase; Kmt2a: lysine (K)-specific methyltransferase 2A; Kmt2a: lysine (K)-specific methyltransferase 2A; Kmt2b: lysine (K)-specific methyltransferase 2B; Kmt2c: lysine (K)-specific methyltransferase 2C; Setd1a: SET Domain Containing 1A, lysine (K)-specific methyltransferase 2F; Setd1b: SET Domain Containing 1B, lysine (K)-specific methyltransferase 2G; Setd7: SET Domain Containing 7, lysine (K)-specific methyltransferase 7; Smyd3: SET and MYND domain containing 3; Ehmt1: euchromatic histone methyltransferase 1; Prdm2: PR domain containing 2, with ZNF domain; Setdb1: SET domain, bifurcated 1; Suv39h1: suppressor of variegation 3-9 homolog 1; Suv39h2: suppressor of variegation 3-9 homolog 2; Ezh1: enhancer of zeste 1 polycomb repressive complex 2 subunit; Ezh2: enhancer of zeste 2 polycomb repressive complex 2 subunit; Kdm1b: lysine (K)-specific demethylase 1B; Kdm5b: lysine (K)-specific demethylase 5B; Clock: circadian locomotor output cycles kaput; Hat1: histone acetyltransferase 1; Kat2a: K(lysine) acetyltransferase 2A; Kat6a: K(lysine) acetyltransferase 6A; Kat6b: K(lysine) acetyltransferase 6B; Taf1: TATA-box binding protein associated factor 1.

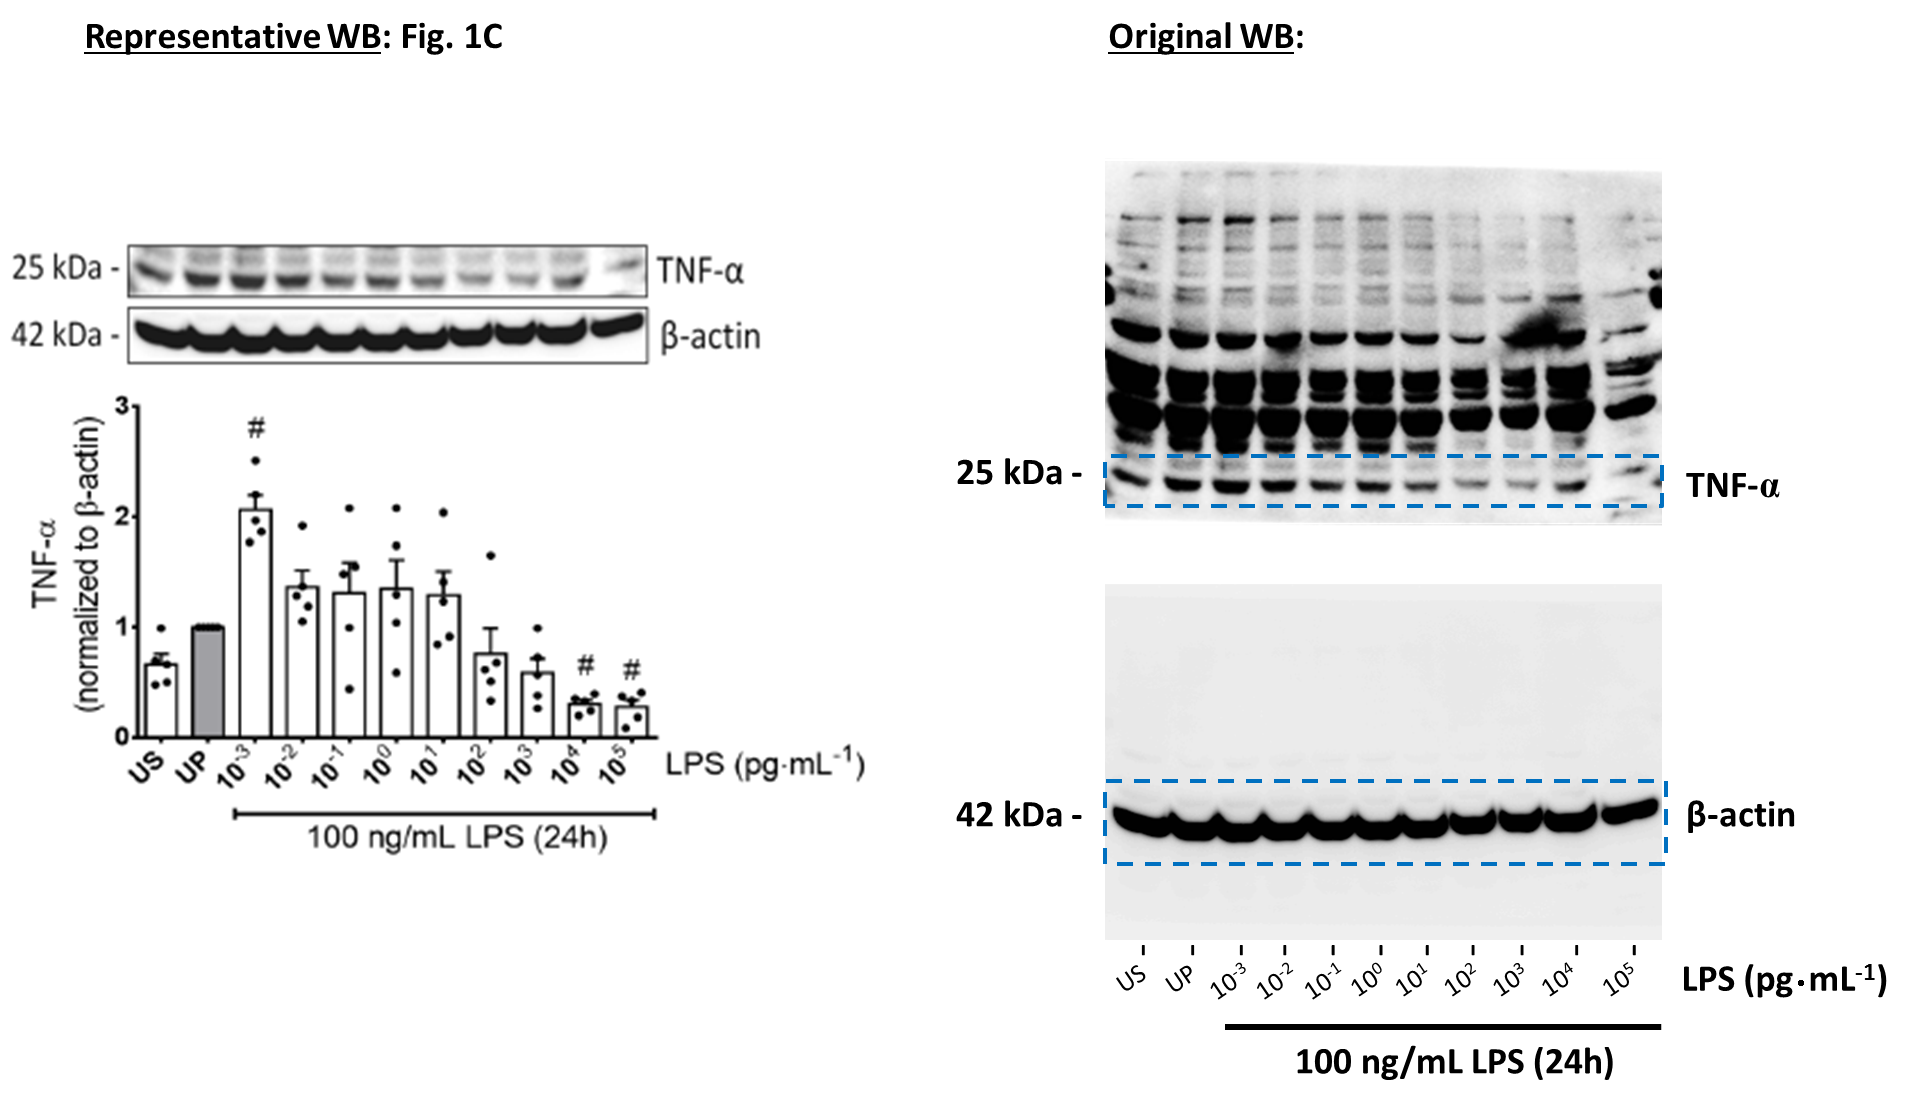

Supplementary Figure 7: **Presentation of the complete western blot (WB) picture of TNF-a content in microglia primed with increasing doses of LPS.** Left panel: Fig. 1C, right panel: Complete western blot. US, unstimulated; UP, unprimed.

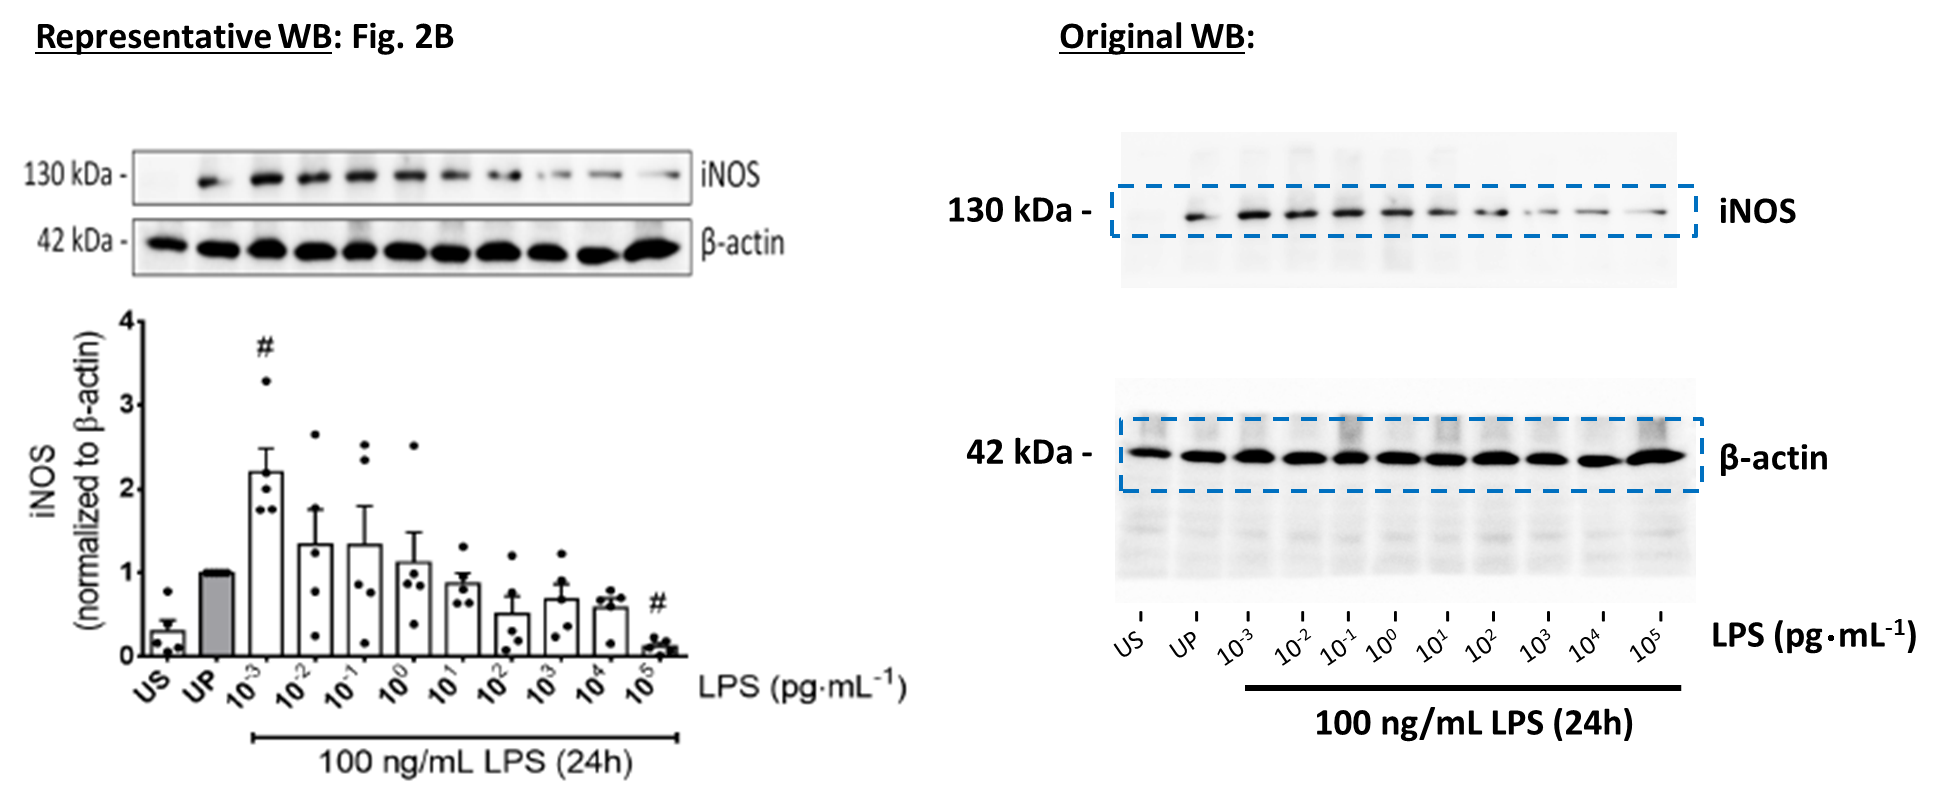

Supplementary Figure 8: **Presentation of the complete western blot (WB) picture of iNOS content in microglia primed with increasing doses of LPS.** Left panel: Fig. 2B, right panel: Complete western blot. US, unstimulated; UP, unprimed.

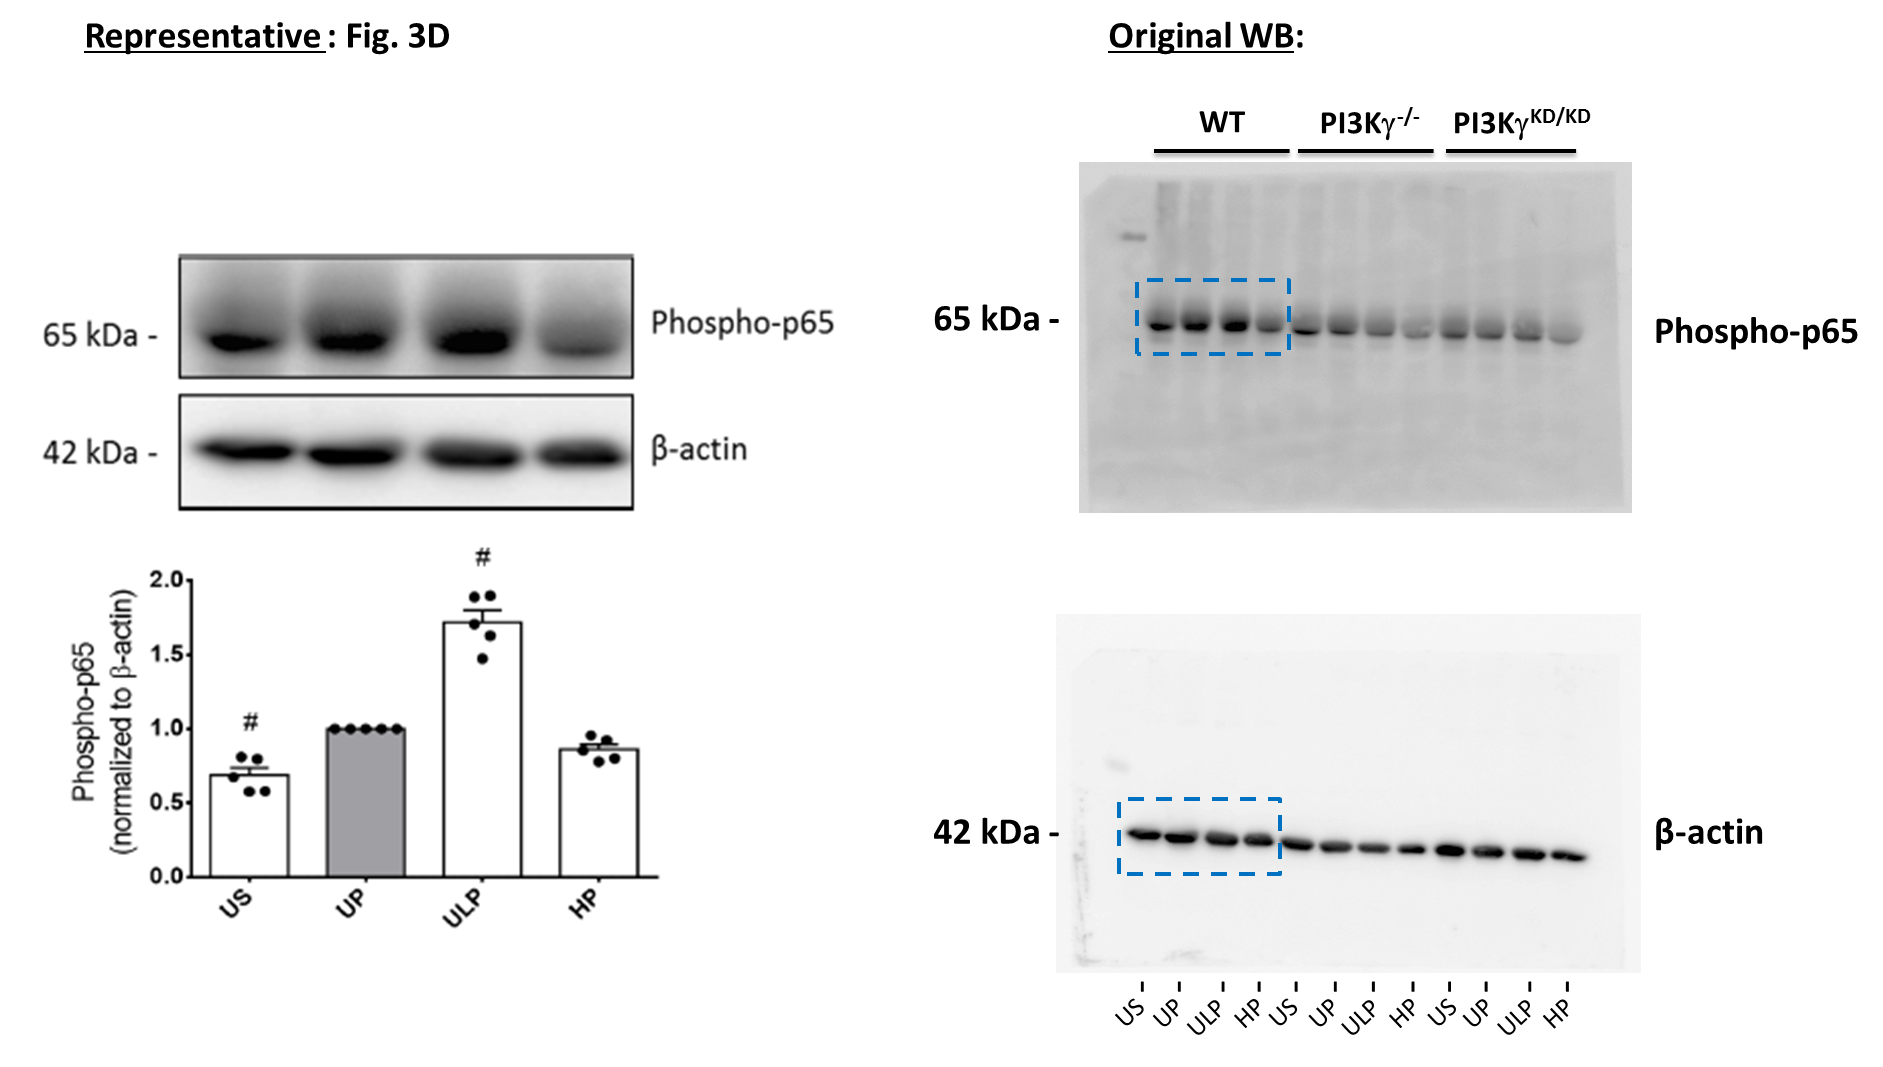

Supplementary Figure 9 **Presentation of the complete western blot (WB) picture of Phospho-p65 content in microglia** primed with a two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL)**.** Left panel: Fig. 2B, right panel: Complete western blot. US, unstimulated; UP, unprimed.

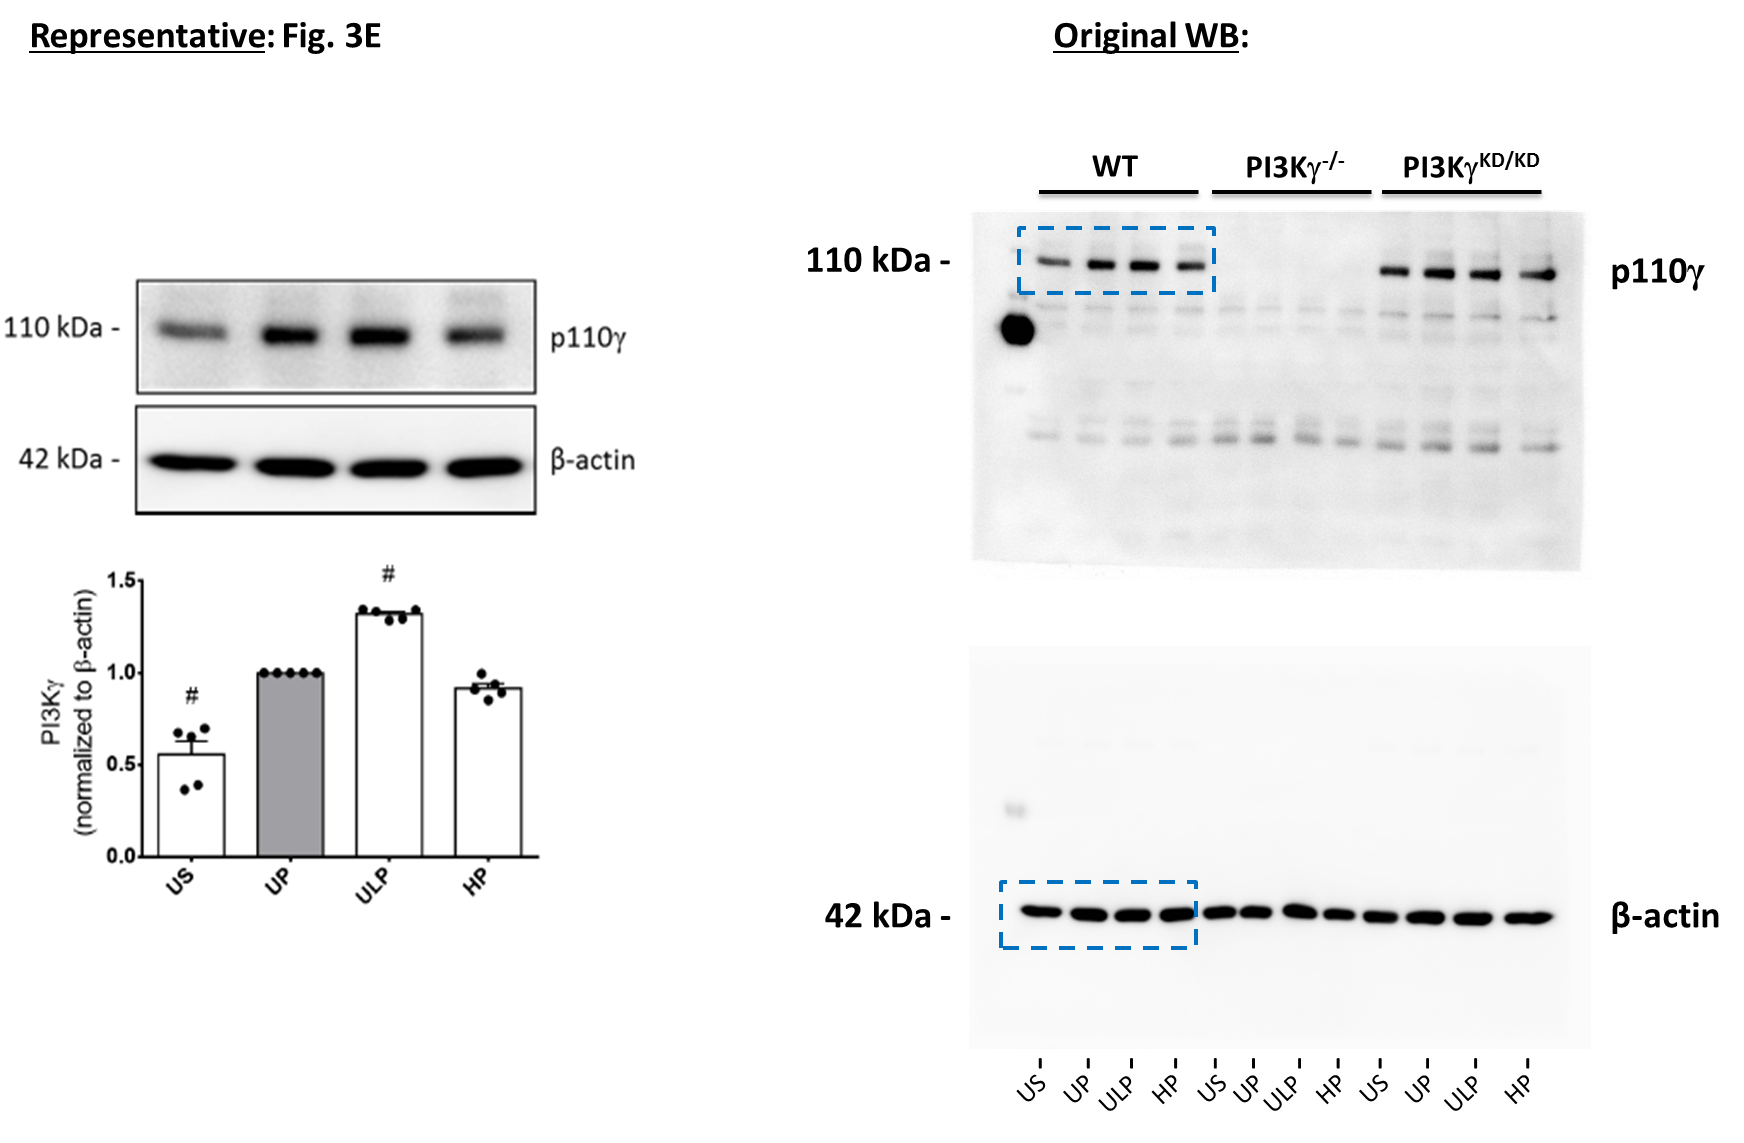

Supplementary Figure 10: **Presentation of the complete western blot (WB) picture of PI3Kγ subunit p110γ content in microglia** primed with two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL). Left panel: Fig. 3E, right panel: Complete western blot. US, unstimulated; UP, unprimed.

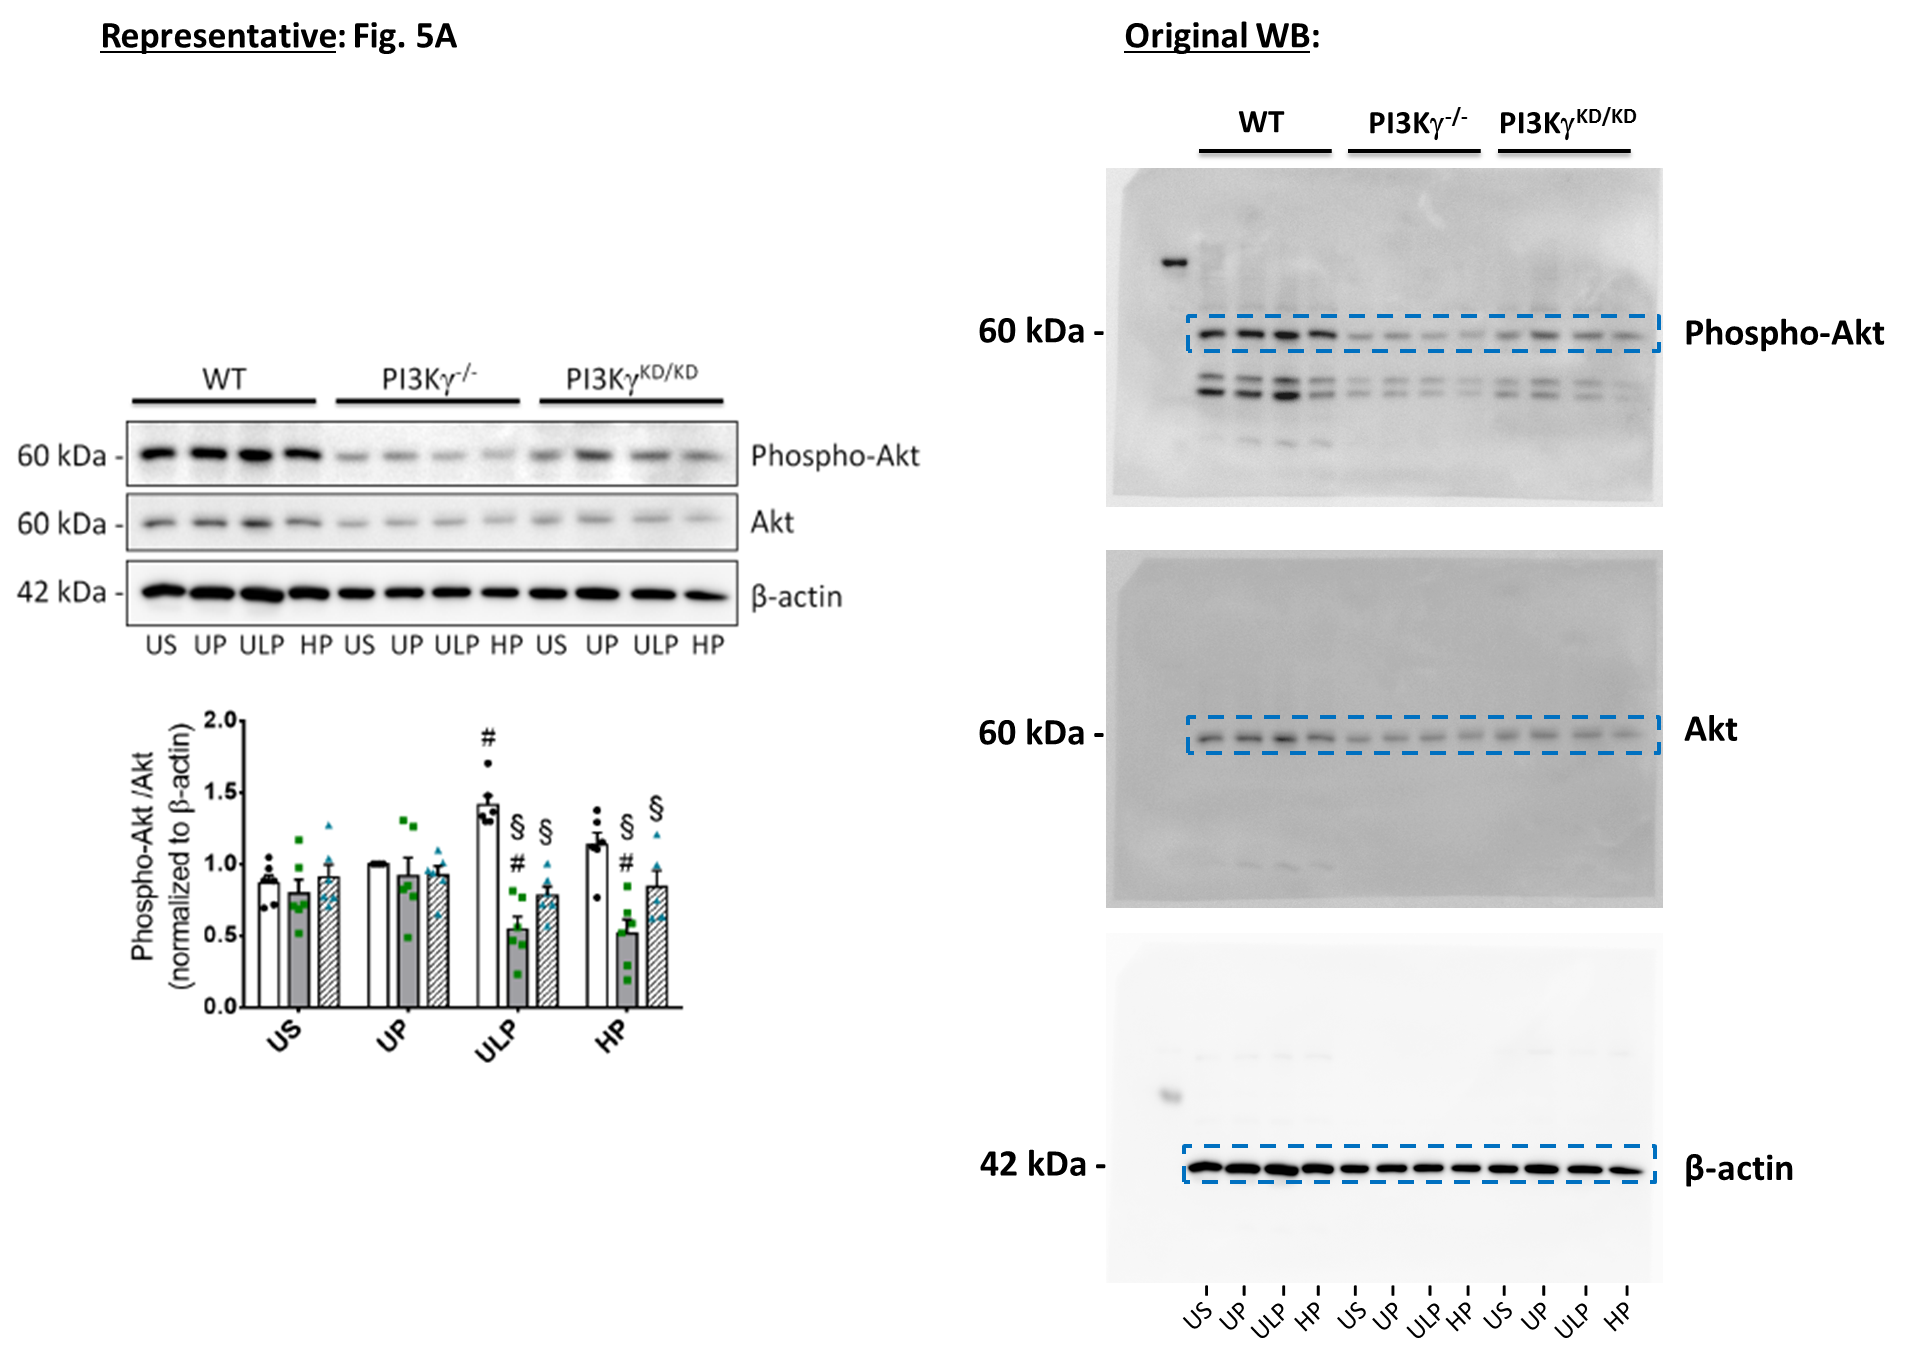

Supplementary Figure 11: **Presentation of the complete western blot (WB) picture of Phospho-Akt content in microglia** primed with two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL)**.** Left panel: Fig. 5A, right panel: Complete western blot. US, unstimulated; UP, unprimed.

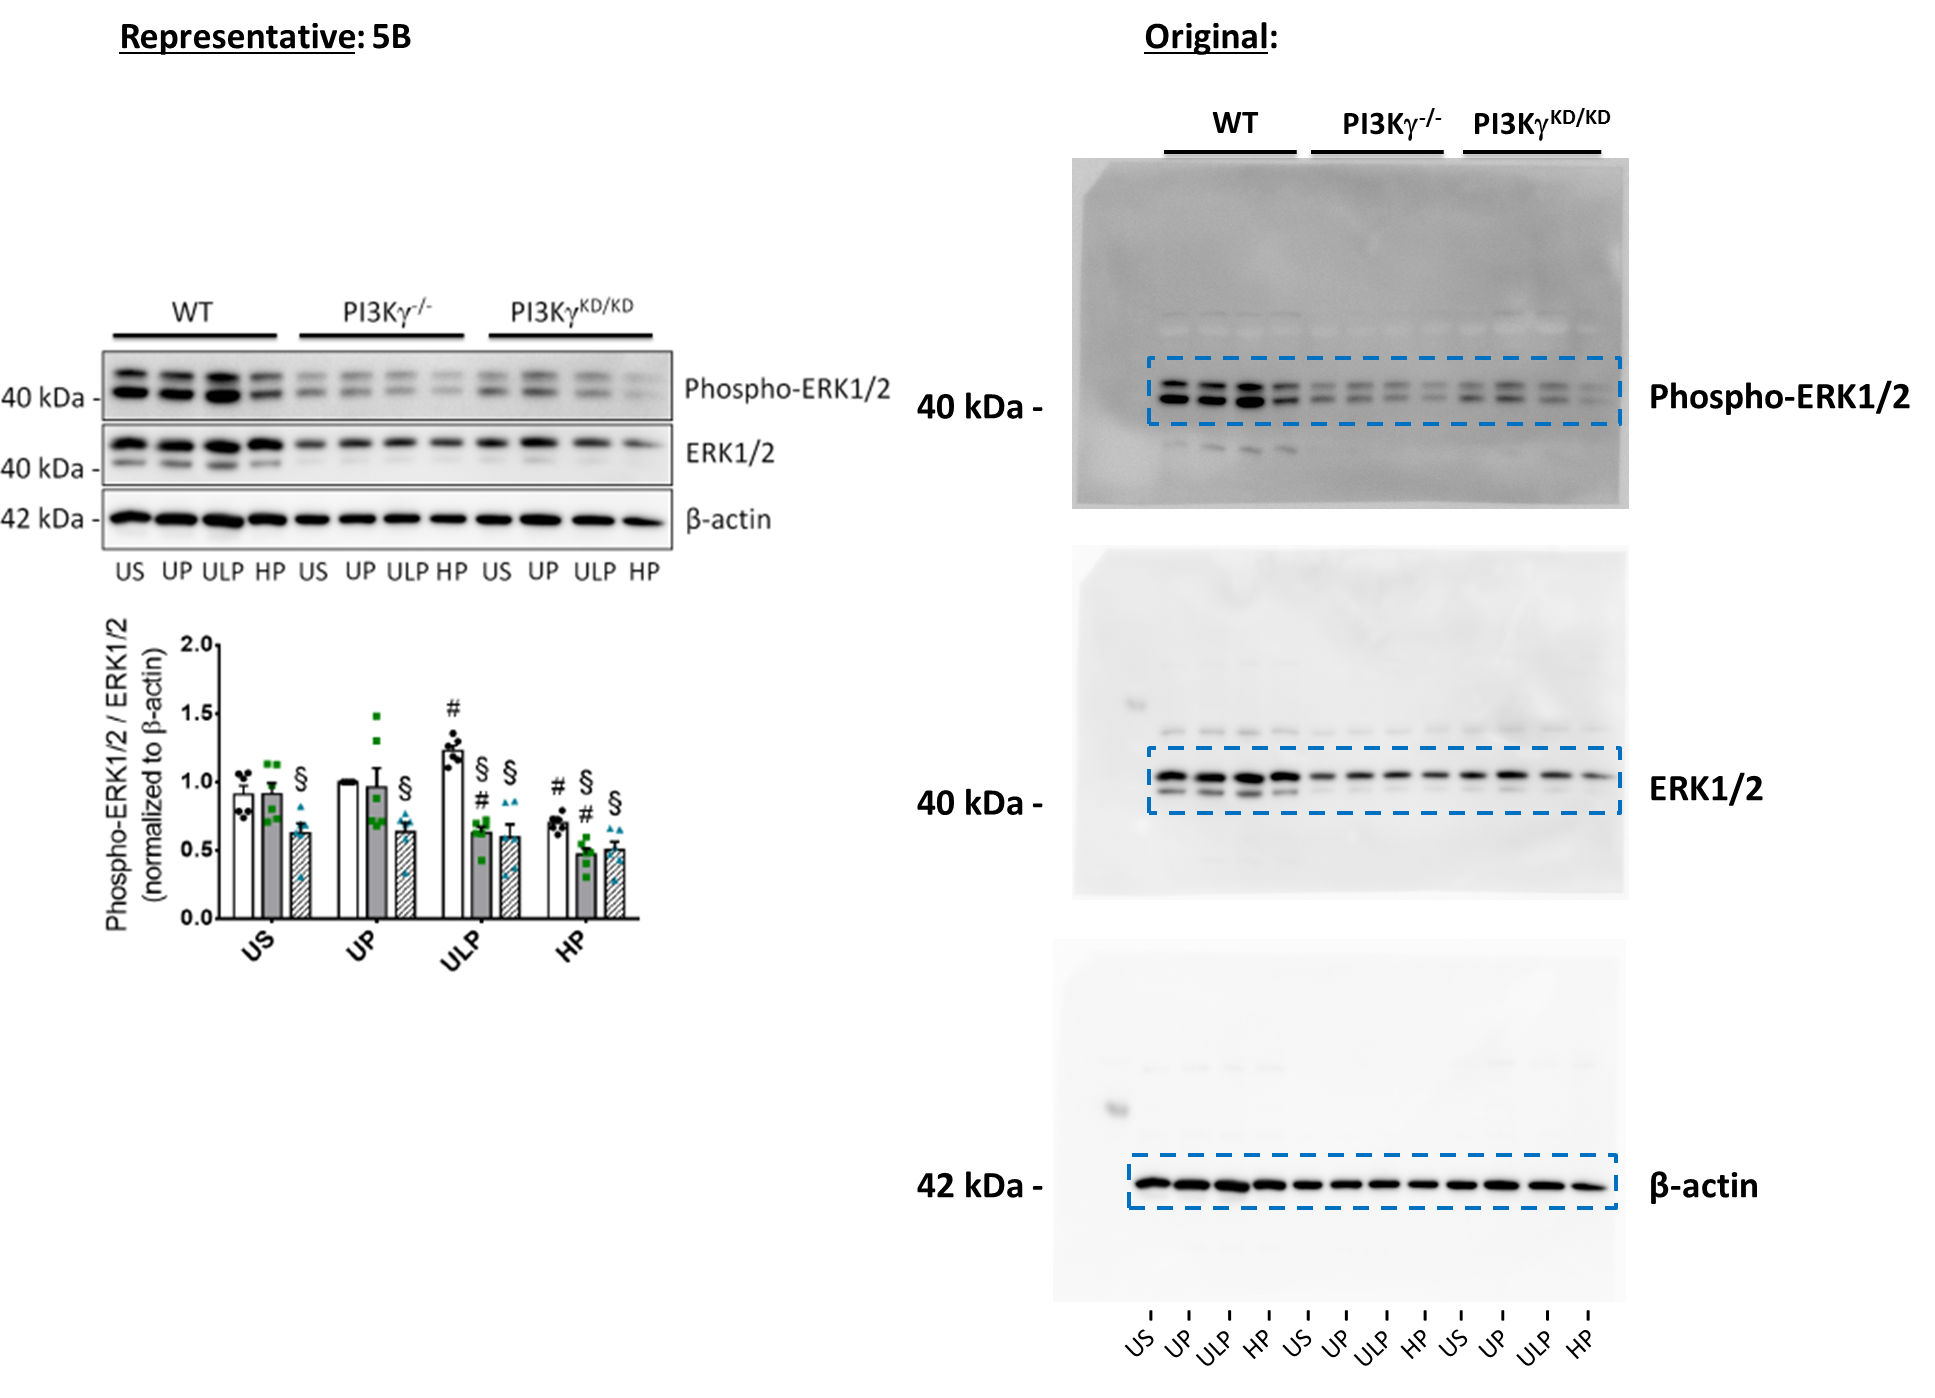

Supplementary Figure 12: **Presentation of the complete western blot (WB) picture of Phospho-ERK1/2 content in microglia** primed with two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL)**.** Left panel: Fig. 5B, right panel: Complete western blot. US, unstimulated; UP, unprimed

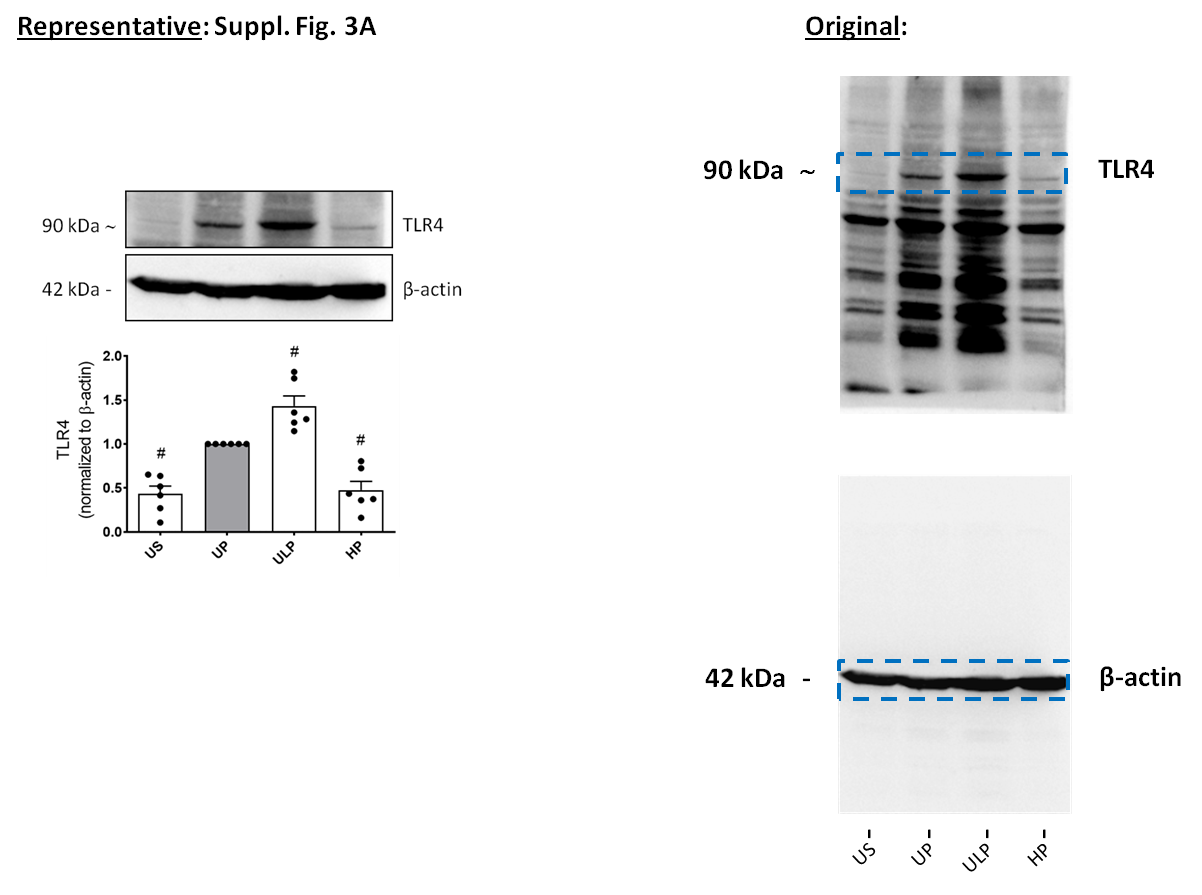

Supplementary Figure 13: **Presentation of the complete western blot (WB) picture of TLR4 content in microglia** primed with a two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL)**.** Left panel: Fig. 3A, right panel: Complete western blot. US, unstimulated; UP, unprimed.

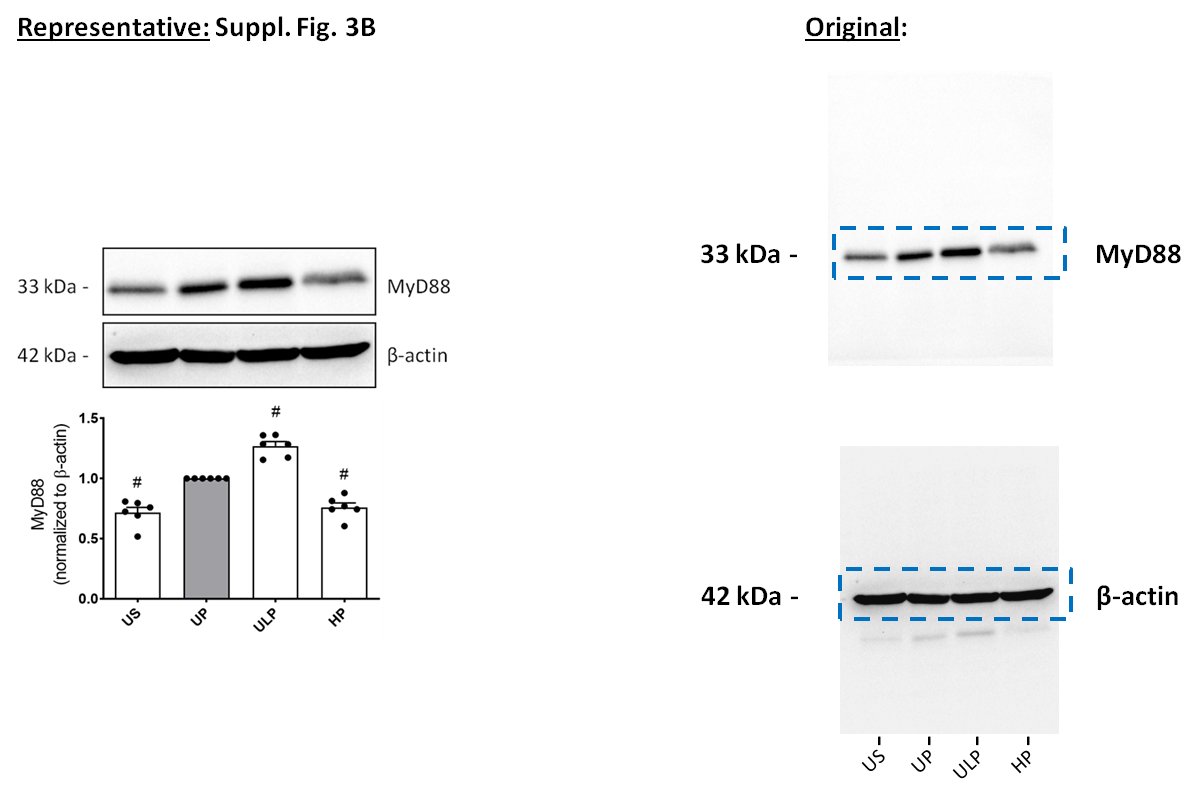

Supplementary Figure 14: **Presentation of the complete western blot (WB) picture of MyD88 content in microglia** primed with two-step approach with fixed priming doses of LPS [ULP (ultra-low dose, 1 fg/mL) and HP (high-dose, 100 ng/mL)]. Lysates (24h) were collected after the 2nd stimulus with LPS (100 ng/mL)**.** Left panel: Suppl. Fig. 3B, right panel: Complete western blot. US, unstimulated; UP, unprimed.

**References**

Bentley, D.R., Balasubramanian, S., Swerdlow, H.P., Smith, G.P., Milton, J., Brown, C.G., Hall, K.P., Evers, D.J., Barnes, C.L., Bignell, H.R., Boutell, J.M., Bryant, J., Carter, R.J., Keira Cheetham, R., Cox, A.J., Ellis, D.J., Flatbush, M.R., Gormley, N.A., Humphray, S.J., Irving, L.J., Karbelashvili, M.S., Kirk, S.M., Li, H., Liu, X., Maisinger, K.S., Murray, L.J., Obradovic, B., Ost, T., Parkinson, M.L., Pratt, M.R., Rasolonjatovo, I.M., Reed, M.T., Rigatti, R., Rodighiero, C., Ross, M.T., Sabot, A., Sankar, S.V., Scally, A., Schroth, G.P., Smith, M.E., Smith, V.P., Spiridou, A., Torrance, P.E., Tzonev, S.S., Vermaas, E.H., Walter, K., Wu, X., Zhang, L., Alam, M.D., Anastasi, C., Aniebo, I.C., Bailey, D.M., Bancarz, I.R., Banerjee, S., Barbour, S.G., Baybayan, P.A., Benoit, V.A., Benson, K.F., Bevis, C., Black, P.J., Boodhun, A., Brennan, J.S., Bridgham, J.A., Brown, R.C., Brown, A.A., Buermann, D.H., Bundu, A.A., Burrows, J.C., Carter, N.P., Castillo, N., Chiara, E.C.M., Chang, S., Neil Cooley, R., Crake, N.R., Dada, O.O., Diakoumakos, K.D., Dominguez-Fernandez, B., Earnshaw, D.J., Egbujor, U.C., Elmore, D.W., Etchin, S.S., Ewan, M.R., Fedurco, M., Fraser, L.J., Fuentes Fajardo, K.V., Scott Furey, W., George, D., Gietzen, K.J., Goddard, C.P., Golda, G.S., Granieri, P.A., Green, D.E., Gustafson, D.L., Hansen, N.F., Harnish, K., Haudenschild, C.D., Heyer, N.I., Hims, M.M., Ho, J.T., Horgan, A.M., et al. (2008). Accurate whole human genome sequencing using reversible terminator chemistry. *Nature* 456**,** 53-59.

Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., and Salzberg, S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* 14**,** R36.

Liao, Y., Smyth, G.K., and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30**,** 923-930.

Team, R.C. (2019). "R: A language and environment for statistical computing". (Vienna, Austria: R Foundation for Statistical Computing. URL: <https://www.R-project.org/>).

Zerbino, D.R., Achuthan, P., Akanni, W., Amode, M.R., Barrell, D., Bhai, J., Billis, K., Cummins, C., Gall, A., Giron, C.G., Gil, L., Gordon, L., Haggerty, L., Haskell, E., Hourlier, T., Izuogu, O.G., Janacek, S.H., Juettemann, T., To, J.K., Laird, M.R., Lavidas, I., Liu, Z., Loveland, J.E., Maurel, T., Mclaren, W., Moore, B., Mudge, J., Murphy, D.N., Newman, V., Nuhn, M., Ogeh, D., Ong, C.K., Parker, A., Patricio, M., Riat, H.S., Schuilenburg, H., Sheppard, D., Sparrow, H., Taylor, K., Thormann, A., Vullo, A., Walts, B., Zadissa, A., Frankish, A., Hunt, S.E., Kostadima, M., Langridge, N., Martin, F.J., Muffato, M., Perry, E., Ruffier, M., Staines, D.M., Trevanion, S.J., Aken, B.L., Cunningham, F., Yates, A., and Flicek, P. (2018). Ensembl 2018. *Nucleic Acids Res* 46**,** D754-D761.

How the deposited data were processed for this re-analysis (not part of the article)

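Poly(A) RNA of the murine microglial cell line BV-2 was measured in 9 libraries, 3 of unprimed cells restimulated with LPS (UP), 3 of cells primed with the ultra-low dose (ULP) and 3 of cells primed with the high dose (HP). Samples were assigned to groups by their titles and descriptions, which match the paper, and not by the separate dose field of the labels, which gives the ULP and HP doses the other way round. Unstimulated cells and other replicate numbers were not analysed here.

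The authors aligned the reads with TopHat2 2.1.0 and counted reads per gene with featureCounts 1.5.0, as the supplement and the submitters' processing notes state, with base calls converted by bcl2fastq 1.8.4. The deposited counts are whole numbers per gene and were not normalized. The deposited RPM and RPKM values were calculated by the authors from these counts, scaled to the total of the library and, for RPKM, to the gene length in kilobases. The build is GRCm38 in the processing notes and another one in the supplement. Whether the counting used strand is not given in the sources used here, so that overlapping and antisense genes carry a limit. Of 48526 genes, 24933 had no count in any library, and the depth was 26.2 mio assigned counts per library on average.

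From the counts, genes were filtered by filterByExpr on the group, which kept 14702, libraries were scaled by TMM, and edgeR 4.0.16 in R 4.3.3 fitted 1 quasi-likelihood model over all 9 libraries with a term for the group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 for ULP against UP, HP against UP and HP against ULP. Levels are given as the deposited RPKM. Exact two-sided permutation tests of RPKM compared 3 against 3 libraries, which cannot go below 0.10, and 6 primed against 3 UP libraries. Of 34 gene lists, 27 were tested as sets with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry (limma 3.58.1), and the other 7 served for levels of mitochondrial, nuclear and cell type markers. fry tests whether the genes of a set move one way and does not compare them with other genes. Principal components were computed on log2 CPM with a prior count of 2.

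The groups, tests, gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from 2 alternatives named as chosen after seeing the data and the tests of the priming dose, of a mislabelled library and of the library axis. The named genes are those the paper names and, per comparison, the 5 with the largest positive and the 5 with the largest negative log2 fold change among protein-coding or named genes (no predicted genes) with an adjusted p under 0.05, a mean CPM of at least 5 over the libraries compared and no overlap of CPM between the groups. To these were added, per comparison and list, up to 4 members with the smallest adjusted p under 0.05. Genes named outside this rule are said to be chosen after their values were seen. The alternatives were a replicate block, an offset for gene length, the block with an offset for gene length or for GC content, RLE size factors, DESeq2 1.42.0, no filter on low counts, a fit of only the 6 libraries compared, limma on log2(RPKM + 0.1) and on log2(RPKM + 1), and leaving out each library and each replicate number. GC content came from the reference transcripts and was found for 99.1% of the genes tested, and the offsets removed a loess trend with a span of 0.3 from each library.

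The fit was tested on simulated counts with the libraries' means and the estimated spread, in which 200 genes were changed. The changed genes were drawn from those with higher counts. Each gene was simulated independently, without the first principal component that the libraries share. For ULP against UP, 39% of genes with a log2 fold change of 1 and 96% of those with 2 were recovered among 14526 genes, and for HP against UP 48% and 95%. Differences of about 2-fold were thus often missed in the simulation at the spread of these libraries. The recovered shares do not carry over to genes with low counts or to changes along that component. No value column lacked a sample.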

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

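The tests of the priming dose, of a mislabelled library and of the library axis, and the settings without ULP 4 and HP 6 and with GC content and length corrected for together, were chosen only after the result was seen.

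Genes outside Supplementary Figure 6 differed in HP cells, and it is for the genes of that figure that the paper reports the sequencing data. One of them, Tnf, encodes a cytokine that the paper measures as protein. By edgeR, 77 genes passed the test between HP and UP cells, all of them outside the figure. Among them were 15 of the 26 measured interferon-stimulated genes, which respond to type I interferon, and all 15 were lower in HP cells (23 lower when adjusted over the list alone, 19 to 24 over the alternatives, 23 by DESeq2). Ifit3, an antiviral effector, had 7.62 ± 3.21 RPKM (SD, n = 3 libraries) in UP, 7.39 ± 3.03 in ULP and 0.899 ± 0.286 in HP cells, a log2 fold change of −3.21 in HP over UP cells (standard error 0.43, adjusted p = 0.0214 from edgeR), lower in 3 of 3 HP libraries than in any UP library. Oasl2, a relative of the oligoadenylate synthetases, had a log2 fold change of −2.50 (standard error 0.21, adjusted p = 0.00571 from edgeR), and Irf7, a transcription factor of the interferon response, had −2.35 (standard error 0.24, adjusted p = 0.00650), each again lower in 3 of 3 libraries. The list as a whole was lower than other genes (camera, adjusted p = 6.6e-17, and adjusted p = 0.369 with an estimated correlation). Without UP replicate 4 the number of interferon-stimulated genes was 5, without UP replicate 5 it was 6, without HP replicate 5 it was 4 and without HP replicate 4 it was 0. The call of Ifit3 was lost without any of these 4 libraries, that of Irf7 without HP replicate 4 or 5, and that of Oasl2 without HP replicate 4. The count of 77 was 7, 8 and 24 without UP replicate 4, 5 and 6, 3868, 48 and 30 without ULP replicate 4, 5 and 6, and 0, 6 and 5721 without HP replicate 4, 5 and 6. With a replicate block it was 0.

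HP and ULP cells differed in 25 genes by edgeR's test, with 3 higher and 22 lower in HP cells. Of the interferon-stimulated genes, 12 were lower (24 adjusted over the list alone, 22 to 26 over the alternatives, 22 by DESeq2), with a median log2 fold change of −1.81, and this list was lower than other genes (camera, adjusted p = 8.8e-71, and adjusted p = 0.0281 with an estimated correlation). Rsad2, an antiviral enzyme, had a log2 fold change of −2.79 (standard error 0.35, adjusted p = 0.0183 from edgeR), lower in 3 of 3 HP libraries than in any ULP library, a call that was lost without UP 4, ULP 6 or any HP library. The count of 25 was 6 without UP replicate 4, 14 without ULP replicate 4, 6 without ULP replicate 6, and 0 without each of HP replicate 4, 5 and 6, and that of 12 was 4, 9, 3 and 0. Both counts were also 0 with a replicate block and with a fit of only the 6 libraries compared. The splits of 6 libraries into 3 and 3 are 10 per comparison, too few for a share under 0.05. The real split of ULP and UP gave 0 genes and the highest other 0 (10 splits as large), that of HP and UP 77 and 0 (1 split), and that of HP and ULP 25 and 0 (1 split).

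The lower interferon-stimulated genes in HP cells were weighed against technical explanations. In HP 4, HP 5 and HP 6 their median log2 difference from the UP mean was −1.56, −1.46 and −1.99, and HP 6 lay 1.68 below the lowest UP or ULP library, while on the first principal component HP 6 lay on the side of the UP libraries, which argues against that axis as the source. After a correction for GC content and length, 99.2% of the median log2 fold change was left (−1.72 before and −1.71 after), which argues against those trends. A culture or handling step shared by the HP libraries was not tested and stays open, as does the priming dose. A response of the cells to the high dose may account for the pattern, as a hypothesis found and tested on the same libraries.

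On the first principal component the libraries UP 4, UP 5, UP 6, ULP 4 and HP 6 stood apart from ULP 5, ULP 6, HP 4 and HP 5. That 2 of the 6 primed libraries lay on the side of UP restates the pattern, so that it does not decide on the priming dose, which stays open. HP 6 as a mislabelled UP or ULP library is argued against by its interferon-stimulated genes at −1.99, below all UP and ULP libraries by more than the UP range of 0.67. For ULP 4 the same was not tested and stays open, since it was closest to UP 4 (correlation 0.996) and these genes do not separate UP from ULP libraries. With GC content and length corrected for, the variance along the first component was 54.9% of that before, and the loadings of genes had a Spearman rho of −0.59 with GC content and 0.26 with length, across genes, which are not independent replicates. The 54.9% belong to the first component computed anew after the correction and lay between the bounds set for the test. Along the component of the uncorrected data 28.1% was left, which met the bound for GC content and length as the source. The test as worded allowed both readings, so that it cannot tell GC content and length apart from another source. The corrected first component held 70.2% of the variance and split the libraries in the same way. On it UP 4, UP 5 and UP 6 had −35.8, −38.4 and −51.8, ULP 4 −31.7 and HP 6 −11.5. ULP 5, ULP 6, HP 4 and HP 5 had 31.8, 36.5, 44.4 and 56.5. Nuclear RNAs such as Malat1 and Neat1 followed the same axis, with a median log2 difference of their list from the UP mean of 0.82 in ULP 4 and 0.82 in HP 6, against 2.62, 2.87, 3.77 and 5.04 in ULP 5, ULP 6, HP 4 and HP 5.

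The positive log2 fold changes of the genes of Supplementary Figure 6 were weighed in the same way. The correction for gene length moved the median of all genes by −0.16 in ULP and −0.20 in HP cells, and relative to that median 14 of the 23 in ULP and 14 in HP cells were positive with it, against 18 and 19 without it. Relative to all genes, 19 and 21 were positive with a replicate block and GC content corrected for, and 18 and 19 with GC content and length. Corrected for GC content and length, 30.4% of their median log2 fold change was left, from 0.50 to 0.15 as the average of ULP and HP, and 45.8% relative to the median of all genes (0.50 to 0.23), so that these trends are a candidate explanation for a part of the pattern. In ULP 4 the genes had a median log2 difference of 0.15 and in HP 6 of 0.34 from the UP mean, against 0.55 or more in the other 4 primed libraries. The library axis and priming cannot be told apart for these genes, because 1 of the 2 libraries lay below and the other above the bound set for the test. The priming dose stays open.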

How the results depend on the processing

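The settings without the libraries ULP 4 and HP 6 and with GC content and length corrected for together were tests chosen only after the result was seen. Of 79 log2 fold changes of named genes under 24 alternatives, 1493 values kept their direction and their side of the threshold, 225 kept the direction and lost the call, 100 gained one and 78 turned sign. The count between HP and UP cells was 0 to 5721 when 1 library was left out, at similar depths, and 38 to 3650 with another test, and these limits were not ranked. The conflict between the dose labels, under which ULP and HP would be exchanged, has no alternative here. For each change below the cause was not tested, apart from the fewer libraries where some were left out.

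Between ULP and UP cells, edgeR called 0 genes, DESeq2 called 1048, and leaving out single libraries or replicate numbers gave 0 to 2864. Without ULP 4 and HP 6 it called 5702. Between HP and UP cells 77 genes were called, and the count was 76 with RLE size factors, 108 with gene length corrected for, 3650 with DESeq2, 2018 without a filter on low counts, 1511 with only the 6 libraries compared, and 46 and 38 with limma at the pseudocounts 0.1 and 1. It was 0 to 5721 with single libraries or numbers left out, 7243 without ULP 4 and HP 6, and 202 with GC content and length corrected for. Of the 77 genes, DESeq2 also called 77, the fit without a filter 77, that of 6 libraries 76, that corrected for length 71, and limma 44 and 34. Between HP and ULP cells 25 genes were called, against 40 with length corrected for, 105 with DESeq2, 53 without a filter, 0 with only the 6 libraries, 10 with limma at the pseudocount 1, 0 to 30 with single removals, 8 without ULP 4 and HP 6 and 86 with GC content and length corrected for.

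Of the genes of Supplementary Figure 6, 0 were called in ULP cells (5 by DESeq2, 0 to 6 with single removals, 12 without ULP 4 and HP 6) and 0 in HP cells (9 by DESeq2, 6 without a filter, 4 with only the 6 libraries, 0 to 10 with single removals, 12 without ULP 4 and HP 6). Calls shared by ULP and HP were 0, against 1021 by DESeq2, 0 to 2390 with single removals and 5335 without ULP 4 and HP 6. Of 27 gene lists, camera called 3 in ULP over UP, 12 in HP over UP and 10 in HP over ULP, and 0, 0 and 2 with an estimated correlation. For ULP it called 6 with GC content and length corrected for, and 2 to 11 with a replicate number left out.

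Of 9 pairs of libraries with the same replicate number, 4 had correlated deviations over 0.1 (range −0.84 to 0.68). Only 1 of 9 libraries was closest to its own number. The check cannot decide whether the numbers mark shared cultures or batches, because libraries that stood apart within their groups weigh on these correlations. With a replicate block, edgeR called 0 genes between HP and UP cells and 0 between HP and ULP cells. With the block and a length correction it called 32 and 0, and with the block and a GC correction 19 and 16, all of the latter lower in HP cells. The block called 3, 12 and 8 lists.

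The following log2 fold changes turned sign, none of them of a called gene. The length correction moved the median of all genes by −0.16 in ULP and −0.20 in HP cells, that with the replicate block by −0.16 and −0.20, limma at the pseudocount 0.1 by 0.09 and 0.13, and at 1 by 0.06 and 0.07. The correction for GC content and length moved it by −0.06 and −0.09, and that for GC content with the block by −0.06 and −0.09. The values listed first are not relative to that median. With gene length corrected for they were Kmt2b −0.27, Setd1a −0.23, Setd1b −0.25, Ehmt1 −0.15, Prdm2 −0.012, Setdb1 −0.20, Kat6b −0.012 and Pik3cg −0.12 in ULP cells, and Kmt2b −0.24, Setd1a −0.046, Setd1b −0.25, Ehmt1 −0.11, Prdm2 −0.21, Setdb1 −0.21, Kdm5b −0.59 and Pik3cg −0.18 in HP cells. With the replicate block and length they were Kmt2b −0.24, Setd1a −0.20, Setd1b −0.22, Ehmt1 −0.13, Setdb1 −0.19 and Pik3cg −0.12 in ULP cells, and Kmt2b −0.22, Setd1a −0.025, Setd1b −0.24, Ehmt1 −0.097, Prdm2 −0.15, Setdb1 −0.21, Kdm5b −0.62 and Pik3cg −0.18 in HP cells, and with the block and GC content Suv39h2 −0.17 and Kat2a 0.052 in ULP cells, and Kat2a 0.10, Tlr4 −0.16 and Pik3cg −0.053 in HP cells. With GC content and length they were Setdb1 −0.022, Suv39h2 −0.21, Kdm1b −0.061, Kat2a 0.058 and Pik3cg −0.14 in ULP cells, and Setdb1 −0.0037, Kdm1b −0.039, Kdm5b −0.38, Kat2a 0.12, Taf1 −0.013, Tlr4 −0.24, Hif1a −0.10 and Pik3cg −0.19 in HP cells. With limma at the pseudocount 0.1 they were Ezh1 0.018 and Kdm5b 0.056 in ULP cells, and Ezh1 0.084 and Kat2a 0.035 in HP cells, and at 1 Ezh1 0.011 and Kdm5b 0.020 in ULP cells, and Ezh1 0.064 and Kat2a 0.034 in HP cells. With only the 6 libraries compared, it was Kdm5b 0.0016 in ULP cells. Relative to the median of all genes in the same setting, some of these kept the direction of the main test. With gene length corrected for these were Ehmt1 (0.025), Prdm2 (0.16), Kat6b (0.16) and Pik3cg (0.048) in ULP cells, and Setd1a (0.15), Ehmt1 (0.080) and Pik3cg (0.0092) in HP cells, and with the block and length Ehmt1 (0.035) and Pik3cg (0.046) in ULP cells, and Setd1a (0.17), Ehmt1 (0.094), Prdm2 (0.038) and Pik3cg (0.0097) in HP cells. With the block and GC content it was Pik3cg (0.031) in HP cells, and with GC content and length they were Setdb1 (0.048) and Kdm1b (0.0090) in ULP cells, and Setdb1 (0.081), Kdm1b (0.045) and Taf1 (0.071) in HP cells. The sign changes of the 2 limma settings and of the 6 libraries were all of this kind. Leaving out single libraries or replicate numbers turned Ezh1 in HP cells (−0.17 to 0.051), Ezh1 in ULP cells (−0.20 to 0.092), Kat2a in HP cells (−0.23 to 0.0058), Kat2a in ULP cells (−0.27 to 0.050), Kdm5b in ULP cells (−0.17 to 0.058), Kmt2b in ULP cells (−0.084 to 0.38), Prdm2 in HP cells (−0.16 to 0.47), Setd1a in ULP cells (−0.12 to 0.34) and Smyd3 in HP cells (−0.30 to 0.082).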

Differences from the paper's values

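The tests without the libraries ULP 4 and HP 6 and with GC content and length corrected for together were chosen only after the result was seen.

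The depth was the only number of the paper that was set against a value here, and it did not differ by more than 1.5 times. The measures are unlike, since the paper gives around 31 mio reads per sample and the 26.2 mio here are counts assigned to genes. The legend of Supplementary Figure 6 states that both priming doses increased the expression of 10 genes, Ash1l, Kmt2a, Kmt2b, Kmt2c, Setd1a, Setd1b, Setd7, Ezh2, Kdm1b and Hat1. The log2 fold change was positive for 10 of 10 in ULP and for 10 of 10 in HP cells, and 0 of 10 passed edgeR's test in either state. Over the genes of the figure alone, which may have been chosen on these same libraries, 0 of the 10 passed in ULP and 5 of the 10 in HP cells. The 5 became 0 with a replicate block, alone or with length or GC content corrected for, with GC content and length corrected for, and without UP 5, UP 6, HP 4 or HP 5, and 3 with length corrected for, and the 0 in ULP cells became 1 with only the 6 libraries compared, 2 with RLE size factors, 5 with DESeq2 and without a filter on low counts, 6 without ULP 4 and 4 without HP 6. Among the alternatives set before the data were examined, DESeq2 called Ash1l, Kdm1b and Kmt2c in ULP, and these with Kmt2a and Setd7 in HP cells. The fit without a filter on low counts called Ash1l, Kdm1b, Kmt2c and Setd7 in HP cells, and the fit of only the 6 libraries compared called Ash1l, Kdm1b and Setd7. Without ULP replicate 4, edgeR called Ash1l, Kdm1b, Kmt2c and Setd7 in ULP cells and these with Ezh2 and Kmt2a in HP cells, and without HP replicate 6 it called the same 6 genes in HP cells. Without both ULP 4 and HP 6, chosen after seeing the values, it called 7 of the 10 in each state and left out 3 of them, Kmt2b, Setd1a and Setd1b. The other alternatives, among them RLE size factors, limma, the length correction and the remaining single removals, called 0 of the 10. With gene length corrected for, 7 of the 10 log2 fold changes were positive in each state, and relative to the median of all genes 7 in ULP and 8 in HP cells. Relative to that median, 10 of 10 were positive in each state with a replicate block and GC content corrected for. The same held with GC content and length corrected for.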

Other observations

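The tests without the libraries ULP 4 and HP 6 and with GC content and length corrected for together were chosen only after the result was seen.

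Of 17 measured proinflammatory mediators, 5 were lower and 0 higher in HP than in UP cells by edgeR and 12 did not pass, 4 of the 17 having a positive log2 fold change (9 lower and 1 higher when adjusted over the list alone, 6 to 11 lower and 1 to 2 higher over the alternatives, 10 at an unadjusted p under 0.05, and 7 lower and 1 higher by DESeq2). Cxcl10, a chemokine induced by interferon, had 22.7 ± 3.33 RPKM (SD, n = 3 libraries) in UP and 7.55 ± 0.968 (SD, n = 3) in HP cells, a log2 fold change of −1.71 (standard error 0.19, adjusted p = 0.0140 from edgeR). Tnf had 310 ± 21.5 RPKM in UP, 281 ± 19.2 in ULP and 181 ± 6.12 in HP cells (SD, n = 3), with a log2 fold change of −0.90 in HP cells (standard error 0.11, adjusted p = 0.0202 from edgeR) and of −0.22 in ULP cells (adjusted p = 0.217). Il1b had a log2 fold change of −1.43 (adjusted p = 0.0291 from edgeR) and Ccl4, a chemokine, of −0.98 (adjusted p = 0.0439), each gene named here being lower in 3 of 3 HP libraries than in any UP library. The 5th gene was Ccl5, chosen after its values were seen. The list as a whole was lower than other genes (camera, adjusted p = 0.0066), a call lost at adjusted p = 0.496 with an estimated correlation, and fry gave an adjusted p = 0.0594. The count of 5 was 0 with a replicate block, 0 without UP replicate 4, UP replicate 5, HP replicate 4 or HP replicate 5, 3 without UP replicate 6 or ULP replicate 5, and 2 without ULP replicate 6, and the calls of Cxcl10, Tnf, Il1b and Ccl4 were each lost without UP 4, UP 5, HP 4 or HP 5. Those of Tnf and Ccl4 were also lost without UP 6, that of Il1b and Ccl4 without ULP 6, and that of Ccl4 without ULP 5. Without ULP 4 and HP 6, 6 were lower and 2 higher.

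Cd14, a coreceptor of Tlr4, had a log2 fold change of −0.98 in HP cells (adjusted p = 0.0333 from edgeR, lost with a replicate block and without any UP, ULP 5, ULP 6, HP 4 or HP 5 library). Of the genes that the paper studies in primary microglia, the log2 fold changes in ULP and HP cells were 1.49 and 1.20 for Tlr4, 1.12 and 1.01 for Hif1a, −0.28 and −0.56 for Myd88, −0.76 and −0.93 for Nos2, and 0.23 and 0.22 for Pik3cg, which encodes the catalytic subunit of PI3Kγ, and by edgeR none of them passed the test. In primary microglia the paper reports RNA of Tlr4, Myd88 and Hif1a and iNOS protein as higher after low-dose and lower after high-dose priming. It reports PI3Kγ protein as higher after low-dose priming. The BV-2 values come from other cells and are not matched in time. At an unadjusted p under 0.05 were Tlr4, Hif1a and Nos2 in both states and Myd88 in HP cells, DESeq2 called Tlr4 and Hif1a in both states and Myd88 and Nos2 in HP cells, and limma called none. With ULP replicate 4 left out, edgeR called Tlr4 and Hif1a in both states and Myd88 in HP cells, and without HP replicate 6 all of these in HP cells. Tlr4 had 4.23 RPKM in ULP 4 and 3.94 in HP 6, against 8.13 to 11.4 in the other primed libraries and 2.41 to 3.28 in UP cells. Nos2 had 4.00, 8.33 and 3.43 RPKM in UP 4, UP 5 and UP 6, against 2.82 to 3.68 in ULP and 2.98 to 3.08 in HP cells. Its log2 fold changes thus rested in large part on UP 5. Corrected for GC content and length, the values in HP cells turned to −0.24 for Tlr4, −0.10 for Hif1a and −0.19 for Pik3cg, and relative to the median of all genes they were −0.16, −0.017 and −0.11. Il6 and Il10 had too few counts to be tested.

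Genes of cholesterol synthesis were lower than other genes between HP and ULP cells (camera, adjusted p = 4.9e-10, and adjusted p = 0.0290 with an estimated correlation), with a median log2 fold change of −0.30, although by edgeR 0 of 19 passed alone, with 7 at an unadjusted p under 0.05, 0 called by DESeq2 and 0 by limma. Between ULP and UP cells, cytosolic ribosomal proteins had a median log2 fold change of −0.37 (camera, adjusted p = 8.6e-06), nuclear-encoded genes of oxidative phosphorylation one of −0.39 (adjusted p = 7.7e-06) and a joint list of HIF-1 and glycolysis genes, Hif1a among them, one of −0.39 (adjusted p = 0.0390), and each had an adjusted p = 0.672 with an estimated correlation. Between HP and UP cells the medians of the same lists were −0.41 (adjusted p = 4.4e-05), −0.45 (adjusted p = 4.4e-05) and −0.41 (adjusted p = 0.0233), with an adjusted p = 0.599, 0.496 and 0.496 with an estimated correlation. The ribosomal proteins also differed within UP cells, with median log2 differences from the UP mean of −0.21, 0.37 and −0.16 in UP 4, UP 5 and UP 6, and in ULP 4 it was −0.17, against −0.42 and −0.43 in ULP 5 and ULP 6.

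The nuclear RNA Malat1 had a mean of 19.0 CPM in UP, 163 in ULP and 343 in HP cells, and Neat1 had 10.3, 52.6 and 189, along the axis that separates libraries within the primed groups. Mitochondrial transcripts took 2.70% to 3.55% of the counts of a library in UP, 3.90% to 4.17% in ULP and 3.10% to 4.48% in HP cells, with HP 6 at the low end. Among markers of neurons and lymphocytes the highest mean over all libraries was 0.156 CPM, for Cd4, and among those of fibroblasts and endothelium 1.14 CPM, for Pecam1. Of the markers of astrocytes and oligodendrocytes, the highest were Aldoc, with 135, 108 and 94.8 CPM in UP, ULP and HP cells, and Cnp, with 34.7, 28.2 and 25.8. All other markers of these lists had a mean over all libraries of at most 4.08 CPM, the value of Aldh1l1. Gfap had 0.0082, Mog 0.0042 and Sox10 0.013 CPM. The genes named in this paragraph were chosen after their values were seen.

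The log2 fold changes of ULP and HP cells, which share the UP libraries, had a correlation of 0.948 across genes, where 20 simulations of unchanged groups gave 0.498 on average. The covariance was 0.666 against 0.0680 in the simulations. The simulated groups also shared the UP libraries, so that 0.498 already includes shared controls, for genes that vary independently. The simulations leave out the first principal component, on which most ULP and HP libraries lay apart from the UP libraries. That axis is a candidate source of the excess. The UP libraries are too few to be split, so that its share, that of controls along it and that of priming stay open. DESeq2 called 1021 genes in both comparisons where edgeR called 0.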
